# Promoter Proximal Pausing Limits Tumorous Growth Induced by the Yki Transcription Factor in *Drosophila*

**DOI:** 10.1534/genetics.120.303419

**Published:** 2020-07-30

**Authors:** Sanket Nagarkar, Ruchi Wasnik, Pravallika Govada, Stephen Cohen, L. S. Shashidhara

**Keywords:** tumorigenesis, *Drosophila*, Hippo pathway, promoter proximal pausing, transcription regulation in growth and cancer

## Abstract

Promoter proximal pausing (PPP) of RNA polymerase II has emerged as a crucial rate-limiting step in the regulation of gene expression. Regulation of PPP is brought about by complexes 7SK snRNP, P-TEFb (Cdk9/cycT), and the negative elongation factor (NELF), which are highly conserved from *Drosophila* to humans. Here, we show that RNAi-mediated depletion of *bin3* or *Hexim* of the 7SK snRNP complex or depletion of individual components of the NELF complex enhances Yki-driven growth, leading to neoplastic transformation of *Drosophila* wing imaginal discs. We also show that increased CDK9 expression cooperates with Yki in driving neoplastic growth. Interestingly, overexpression of CDK9 on its own or in the background of depletion of one of the components of 7SK snRNP or the NELF complex necessarily, and specifically, needed Yki overexpression to cause tumorous growth. Genome-wide gene expression analyses suggested that deregulation of protein homeostasis is associated with tumorous growth of wing imaginal discs. As both Fat/Hippo/Yki pathway and PPP are highly conserved, our observations may provide insights into mechanisms of oncogenic function of YAP—the ortholog of Yki in humans.

REGULATION of growth is arguably the most critical phenomenon that establishes size and shape of all tissues, organs, and overall body size in metazoan animals . It is also an important homeostatic process, failure of which is linked to diseases and disorders, particularly cancer in humans. Regulated growth is achieved by an intricate interplay between factors promoting growth (oncogenes) and those suppressing it (tumor suppressors).

Yorkie (Yki), the *Drosophila* ortholog of the Yes-Associated Protein 1 (YAP1), acts as a transcriptional cofactor that mediates the effects of the Hippo tumor suppressor pathway. The Hippo pathway is highly conserved from *Drosophila* to humans (Pan 2010). The Hippo (Hpo)/MST kinases and the Warts (Wts)/LATS kinases and their cofactors form kinase cassettes that directly phosphorylate Yki (YAP/TAZ) to regulate protein stability and activity (Zhao *et al.* 2011). Members of this pathway were initially found to limit tissue growth in *Drosophila* by limiting Yki activity (Huang *et al.* 2005; Dong *et al.* 2007). Consistent with this, YAP overexpression has been reported as a driver of tissue growth and cancer in a mouse model (Dong *et al.* 2007; Zanconato *et al.* 2015). In humans, the YAP1 locus was found to be amplified in different types of cancer (Overholtzer *et al.* 2006; Zender *et al.* 2006). These findings have sparked a great deal of interest in understanding of regulation of Yki/YAP function.

In *Drosophila*, Yki regulates expression of regulators of cell growth and survival such as *Diap1*, *dMyc*, *bantam*, etc. Targets of YAP in humans include the EGFR-ligand AREG as well as *CTGF*, *Cyr61* (Johnson and Halder 2014). While these target genes are necessary for growth induced by Yki/YAP activity, they are not sufficient to phenocopy effects of Yki/YAP. This indicates possibility of more regulators that are involved in Yki/YAP induced growth.

We have reported an *in vivo* screen in *Drosophila* (Groth *et al.* 2020), wherein we have identified a large number of genes, which, when depleted, enhanced growth induced by Yki and EGFR. More importantly, these genes function like classical tumor suppressors as, when downregulated in the background of overexpressed Yki or EGFR, we observed neoplastic growth. Among these, we identified a number of genes involved in the control of promoter proximal transcriptional pausing.

Promoter proximal pausing (PPP) of RNA polymerase (Pol) II has been identified as a key step in transcriptional regulation for many genes, during development and in stem cells (Guenther *et al.* 2007; Muse *et al.* 2007; Zeitlinger *et al.* 2007). At paused loci, after initiation, RNA Pol II first passes through the promoter but then stops at ∼30–60 bp from the transcription start site (Kwak and Lis 2013). Productive transcription then requires release from the paused state. PPP is brought about by the negative transcription elongation factor (NELF) and 5,6-dichloro-1-β-d-ribofuranosylbenzimidazole (DRB)-sensitivity inducing factor (DSIF) protein complexes, which were identified as factors responsible for DRB sensitivity of transcription elongation (Wada *et al.* 1998; Yamaguchi *et al.* 1999). These complexes bind RNA Pol II and halt its progress downstream of the promoter. This pause is alleviated by a positive transcription elongation factor complex (P-TEFb) (Figure 1A), which consists of cyclin T and cyclin dependent kinase-CDK9 (Marshall and Price 1995). Once recruited to the paused complex, CDK9 phosphorylates NELF and DSIF leading to ejection of NELF from the paused complex while DSIF assists Ser-5 phosphorylated RNA Pol II in productive elongation (Jonkers and Lis 2015). The PTEFb complex is, in turn, regulated through sequestration by 7SK snRNP complex. P-TEFb is required for release paused RNA polymerase II into productive elongation (Kwak and Lis 2013). Sequestration of P-TEFb by 7SK snRNP leads to its unavailability for mediating pause release, which, in turn, regulates transcription elongation via sustained pause of RNA Pol II. Mammalian 7sk-snRNP complex consists of 7sk RNA, Hexim1/2, Larp7, and MePCE. *Drosophila* homologs of components of mammalian 7sk-snRNP complex were identified and characterized recently (Nguyen *et al.* 2012). These include Bin3 (MePCE ortholog), Larp (Larp7 ortholog), Hexim (HEXIM1/2 ortholog), and d7SK RNA. All are highly conserved at functional levels with their mammalian counterparts. Signaling events of pathways such as ERK, TCR, etc., trigger liberation of P-TEFb. Thus, making sequestration and liberation of P-TEFb a context dependent process that is critical for regulating expression of gene regulation depending on the context.

**Figure 1:**
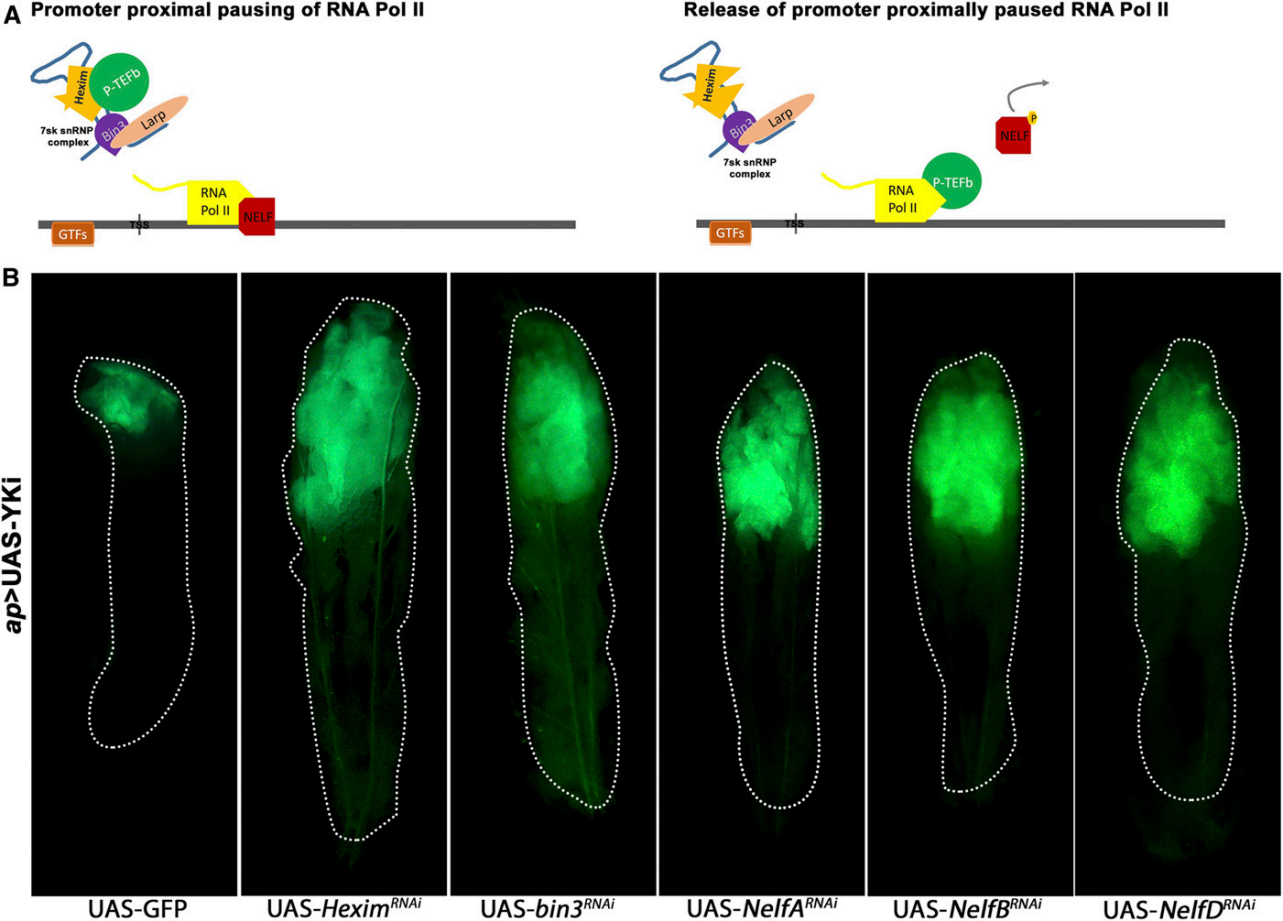
Identification of complexes involved in promoter proximal pausing as tumor suppressors. (A) A schematic representing known function of two complexes we identified as candidate tumor suppressors. The 7SK snRNP complex regulates promoter proximal pausing by sequestring the P-TEFb complex, while the NELF complex is involved in the formation of a stall of RNA Pol II at the promoter proximal region. As dictated by surrounding cues, P-TEFb is released by the 7SK snRNP complex. Thus, freed P-TEFb is recruited to stalled RNA Pol II, where it brings about release of RNA Pol II from the paused state. (B) Larval images showing wing imaginal discs expressing GFP at low magnification. Dimensions of GFP-expressing tissue is indication of growth in imaginal discs. Top row: Larvae overexpressing only Yki (crossed to UAS-GFP as control) and those in combination with RNAi-mediated knockdown of 7sksnRNP components: *Hexim* or *bin3* using GAL80^TS^; *ap*-GAL4; UAS-GFP. Bottom row: wing discs overexpressing Yki in combination with RNAi-mediated knockdown of NELF components (from left to right) *NelfA*, *NelfB*, and *NelfD* (also known as TH1) using GAL80^TS^; *ap*-GAL4; UAS-GFP. Note significantly larger GFP expressing-wing discs (green) in larvae that are overexpressing Yki and also depleted for a component of PPP.

Interestingly, CDK9 has been shown to be important for transcription of target genes of oncogenes such as Myc (Kanazawa *et al.* 2003) and YAP (Galli *et al.* 2015). Here, we present evidence of tumor suppressor function of various components involved in PPP, specifically in the context of elevated Yki activity. Our findings show that factors involved in PPP and its regulation are important to restrict Yki driven growth and to prevent neoplastic transformation *in vivo*.

## Material and Methods

### *Drosophila* strains

The following *Drosophila* strains are used in this study: *ap-Gal4* (Cohen *et al.* 1992) and *UAS-Yki* (Huang *et al.* 2005). The following RNAi stocks were obtained from the Vienna *Drosophila* RNAi Center and Bloomington *Drosophila* stock Center: *UAS-NelfA^RNAi^* (KK106245, TRiP #32897), *UAS-NelfB^RNAi^* (KK108441, TRiP #42547), *UAS-NelfE^RNAi^* (TRiP # 32835), *UAS-NelfD^RNAi^* (KK100009, TRiP # 38934, #42931), *UAS-bin3*^*RNAi*^ (KK101090, TRiP #41527), *UAS-Hexim*^*RNAi*^ (KK100500). *UAS-CDK9* was obtained from FlyORF (#F001571).

### Spatio-temporal regulation of transgene expression in wing imaginal disc

The *apterous* enhancer was used to drive expression of *Gal4* conditionally in dorsal compartment of wing imaginal discs. *Gal4* activity was regulated using Gal80^TS^, which allows expression of transgenes at permissive temperature of 29° as against restrictive 18° temperature. In all experiments, *tubulin*-Gal80^TS^ was used. *Drosophila* crosses were allowed to lay eggs for 3 days at 18°, and were then flipped or discarded. Larvae were then allowed to grow for additional 5 days before switching to temperature of 29°. At 29° they were maintained for 4–14 days. All crosses were using *tubulin*-GAL80^TS^; *ap*-GAL4; UAS-GFP. Thus, all experimental crosses had one copy of GFP, while control crosses had two copies of GFP. Detailed methodology is provided in Groth *et al.* (2020). Larval images were taken in bright field and in GFP channel with a Leica stereomicroscope. Image processing was done using Adobe Photoshop 6 and ImageJ.

### Immunohistochemistry

The following primary antibodies were used: rat anti-Ecadherin, mouse anti-MMP1 (Developmental Studies Hybridoma Bank). Rhodamine-phalloidin (ThermoFisher Scientific, Cat no R415) was used to stain actin in tissue.

Third instar larvae were dissected in PBS. Samples were fixed in 4% PFA for 20 min, followed by three 10-min washes in PBT (PBS-Tween20) at room temperature. Then, 5% BSA in PBS was used for blocking followed by overnight incubation in primary antibody at 4°. Next day, the samples were washed with PBT, three times for 10 min each followed by incubation with secondary antibody for 2 hr at room temperature. Samples were then washed with PBT and stained for DNA using 4′,6-diamidino-2-phenylindole (DAPI; Sigma Aldrich) for 5 min. Wing disc tissue was then mounted on slides in Antifade Gold mountant (ThermoFisher Scientific). Imaging was done on a Leica SP8 confocal laser-scanning microscope. Image processing was done using ImageJ and Adobe Photoshop 6. Measurement MMP1 intensities and comparison between different genotypes was carried out using ImageJ, statistical analysis (one-way ANOVA) was done using Prism-Graphpad 5.

### RNA-seq

Induction procedure for transgenes was followed as mentioned earlier. Wing imaginal disc tissue was dissected on 4th–5th day after induction for *ap > GFP*, *ap > UAS-Yki*, *ap > Nelf-A RNAi* (KK106245), *ap > UAS-Yki*, *UAS Nelf-A RNAi*. Larvae were washed in RNase-, DNase-free ultrapure water (GiBCO), and then dissections were done in RNase-, DNase-free PBS (GiBCo). Number of wing imaginal discs collected was 150, 70, 150, 25, respectively for *ap > GFP*, *ap > UAS-Yki*, *ap > Nelf-A RNAi* (KK106245), *ap > UAS-Yki*, and *UAS Nelf-A RNAi*. Collection was done in TRiZOL reagent (ThermoFisher Scientific). Each genotype was collected in three biological replicates. RNA sequencing was done on an Illumina platform.

### RNA-seq data analysis

RNA-seq analysis was performed using the HISAT 2.0 package protocol as explained in Pertea *et al.* (2016). To identify significantly differentially expressing genes in different combinations of comparisons, DEseq package and EdgeR were used (Anders and Huber 2010). The entire RNA-seq data set is available on GEO database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151935).

The list of genes obtained was then used as input for the web-based tool venny (http://bioinfogp.cnb.csic.es/tools/venny/index.html) to obtain a list of genes that are unique to each genotype, overlapping between all three or combination of any two genotypes.

### Gene ontology analysis

For gene ontology (GO) and pathway enrichment analysis, we utilized STRING10 (Szklarczyk *et al.* 2017). We used gene lists that are significantly differentially expressed in single genotype or a combination of genotypes as mentioned in the results section, as input to the STRING. The output files were downloaded as interaction network and list of genes from input that are enriched in different GO categories or as KEGG pathways.

### Data availability

The authors state that all data necessary for confirming the conclusions presented in the article are represented fully within the article. All *Drosophila* stocks are available upon request. RNA-seq data are available at GEO with the accession number: GSE151935. Supplemental material available at figshare: https://doi.org/10.25386/genetics.12689318.

## Results

### Depletion 7SK snRNP complex components cooperates with Yki in causing tumorous growth

Studies using *Drosophila* tumor models have found that larvae containing proliferating tumors are unable to enter pupariation and continue to grow (Gateff *et al.* 1993). The resulting giant larva phenotype can be used in genetic screens to identify tumor-causing genotypes. We made use of this property to identify candidate genes in a genetic screen for tumor suppressors cooperating with Yki [the entire screen is published elsewhere (Groth *et al.* 2019)]. We found that RNAi-mediated depletion of *bin3* or *Hexim*, components of the 7SK snRNA complex in combination with Yki overexpression led to massive overgrowth in wing disc tissue and giant larval phenotype (Figure 1B). Wing discs expressing Yki alone show only moderate overgrowth phenotype, and larvae eventually pupate (Figure 1B). Depletion of 7SK snRNP components did not produce overgrowth on their own (Supplemental Material, Figure S1), but only did so when coupled with Yki overexpression. We also did not observe wing disc overgrowth when depletion of 7SK snRNP components in combination with overexpression of other well-known oncoproteins such as epidermal growth factor receptor (EGFR) or notch intracellular domain (NICD) (Figure S2). Thus, our observations suggest that, *Drosophila* 7SK snRNP complex may function, specifically, to repress tumorigenic potential of Yki *in vivo* in an epithelial tumor model.

### Components of the NELF complex may function as tumor suppressors

The NELF complex is composed of four subunits: NELF-A, -B, -C/-D and -E. Depletion of each of the NELF components using RNAi in combination with Yki also produced a giant larval phenotype (Figure 1B) and massively overgrown wing disc tissue compared to the larvae overexpressing only Yki (Figure 1B). Depletion of the NELF components on their own did not cause such giant larval phenotype or overgrowth of the wing disc tissue (Figure S1). These components too did not show any tumor phenotype in the context of overexpressed EGFR or NICD (Figure S2).

It was intriguing to find multiple components of the two spatio-temporally separated protein complexes, involved in the regulation of transcription elongation, among the tumor suppressors identified in a genome-wide screen for factors cooperating with Yki in growth regulation (Groth *et al.* 2019).

### Neoplastic transformation induced by Yki combined with depletion of 7SK snRNP or NELF complexes

Yki is known to promote cell proliferation and cell survival. Thus, it is possible that larger size of the wing disc tissue observed upon loss of either 7SK snRNP or NELF complex is a result of enhancement of growth and survival effect of Yki, and not a neoplastic transformation. To distinguish between the two possibilities, we analyzed the tumor tissue using markers that indicate neoplastic transformation.

First, we examined epithelial cell polarity. Neoplastic transformation of an epithelial tissue is accompanied by the loss of their characteristic apico-basal cell polarity. E-cadherin (E-Cad) is a subapically localized protein that provides a convenient marker for epithelial polarization (Tanos and Rodriguez-Boulan 2008). Wing discs overexpressing Yki alone showed localization of E-Cad, in a pattern similar to the wild-type wing discs, although the former discs are much larger (Figure 2A). This indicated that Yki overexpression caused overgrowth of the epithelium without perturbation of epithelial cell polarity. In contrast, when Yki overexpression was combined with depletion of a component of the 7SK snRNP complex or the NELF complex, subapical localization of E-cad was lost or perturbed (Figure 2A). Additionally, we analyzed F-Actin, which localizes near the apical junctions of the wing disc epithelial cells, using rhodamine-labeled phalloidin. As with E-Cad, we observed loss of apical localization of F-actin in the Yki expressing tissue depleted of a component of the 7SK snRNP or the NELF complex, but not in wing disc tissue expressing Yki alone (Figure S3). We did not observe any change in cell polarity, as indicated by E-Cad or F-Actin localization in wing discs with depletion of components of 7SK snRNP and NELF complexes alone (Figure S4A; data not shown for F-Actin).

**Figure 2:**
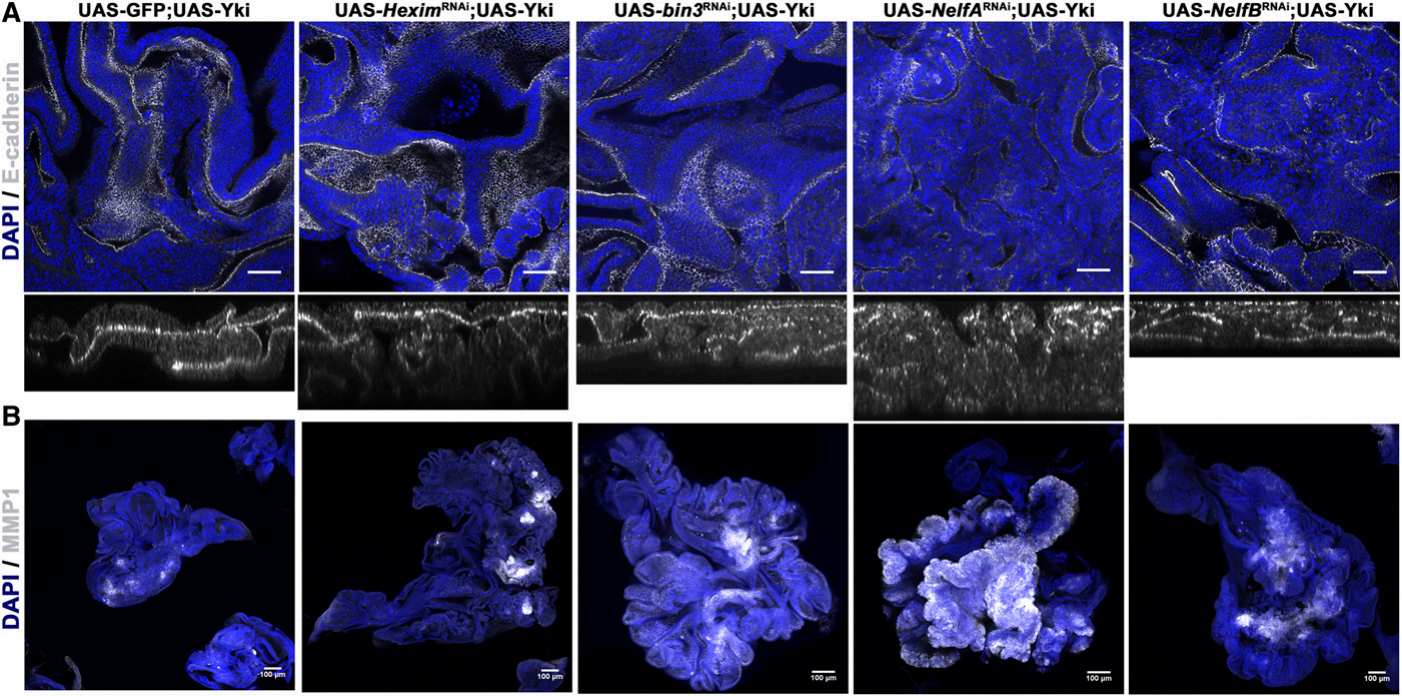
Characterization of tumors induced in the wing disc. (A) Disruption of characteristic epithelial apico-basal polarity in tumor discs. Images of wing discs overexpressing Yki alone (crossed to UAS-GFP as control) or in combination with RNAi-mediated knockdown of *Hexim*, *bin3*, *NelfA* or *NelfB* using GAL80^TS^; *ap*-GAL4; UAS-GFP (Bar, 10 µm). Discs are stained for E-Cadherin (white) expression and localization. Bottom panel of each image shows orthogonal optical section of respective genotype. Note delocalization of E-Cad in tumorous tissues caused by the depletion of a component of PPP and Yki overexpression (higher magnification images are shown for few genotypes). All discs are also stained with DAPI (blue) to visualize nuclei. (B) Increased expression of MMP1 is observed in tumor discs. Images of wing discs overexpressing Yki alone (crossed to UAS-GFP as control) or in combination with RNAi-mediated knockdown of *Hexim*, *bin3*, *NelfA*, or *NelfB* using GAL80^TS^; *ap*-GAL4; UAS-GFP (Bar, 100 µm). Wing discs are stained for MMP1 (white). Note increased MMP1 staining in tumorous tissues caused by the depletion of a component of PPP and Yki overexpression. All discs are also stained with DAPI (blue) to visualize nuclei.

The matrix metallo-protease MMP1 has been used as a marker of epithelial to mesenchymal transition (EMT) and neoplastic transformation in *Drosophila* tumor models. MMP1expression is elevated in tumor models and its depletion by RNAi has been reported to block metastasis (Uhlirova and Bohmann 2006; Beaucher *et al.* 2007; Miles *et al.* 2011). We examined the effects of depleting components of 7SK snRNP and NELF complexes in Yki-expressing tissue on the levels of MMP1 by immunohistochemistry. We observed significantly elevated levels of MMP1 in wing discs overexpressing Yki and depleted for Bin3, Hexim, or the NELF complex (Figure 2B, Figure S5A). We observed only marginal increase (statistically insignificant) in MMP1 levels in wing discs expressing Yki alone (Figure 2B, Figure S5A). We did not observe any detectable change in the intensity of MMP1 levels in the wing discs depleted for the components of 7SK snRNP and NELF complexes alone (Figure S4B and Figure S5B).

Taken together, tumors formed upon depletion of 7SK snRNP or NELF complex components in combination with Yki exhibit neoplastic characters. As neither genetic change alone produced these results, it appears that they act in combination to promote neoplasia, a classical mechanism of cooperative tumorigenesis as known in mammals. These observations provide evidence that the activity of 7SK snRNP and NELF complexes may have a tumor-suppressing function, but only in the context of elevated Yki activity.

### CDK9 is required for Yki-mediated tumorigenesis

The 7SK snRNP and NELF complexes help in maintaining the paused state of RNA Pol II. Our findings raised the question of whether pausing of RNA Pol II *per* *se* served to limit the tumor promoting potential of Yki activity. If this is the case, we reasoned that using an alternative means to release RNA Pol II should also lead to tumorigenesis in the context of Yki overexpression. The P-TEFb complex, comprising cycT/CDK9, is required for release of paused RNA Pol II and effective elongation of mRNA. CDK9 phosphorylates the NELF complex, leading to eviction of NELF from the pause site. This in turn facilitates release of paused RNA Pol II, aiding in productive elongation. CDK9 also acts directly on RNA Pol II, phosphorylating it on S5 in the C-terminal domain, a known mark of elongating RNA Pol II (Jennings 2013). As the P-TEFb complex is normally rendered inactive through sequestration by 7SK snRNP complex, we hypothesized that overexpressing CDK9 might bypass normal regulation of pausing, leading to inactivation of NELF complex and RNA Pol II release. Consistent with this hypothesis, we indeed observed massive tissue overgrowth when Yki was co-expressed with CDK9, while overexpression of CDK9 alone did not cause any such phenotype (Figure 3A). Such overgrowth phenotype was not observed when CDK9 was overexpressed in the background of elevated activities of EGFR or Notch (Figure S2). This suggests that PPP-mediated regulation of growth is Yki-specific.

**Figure 3:**
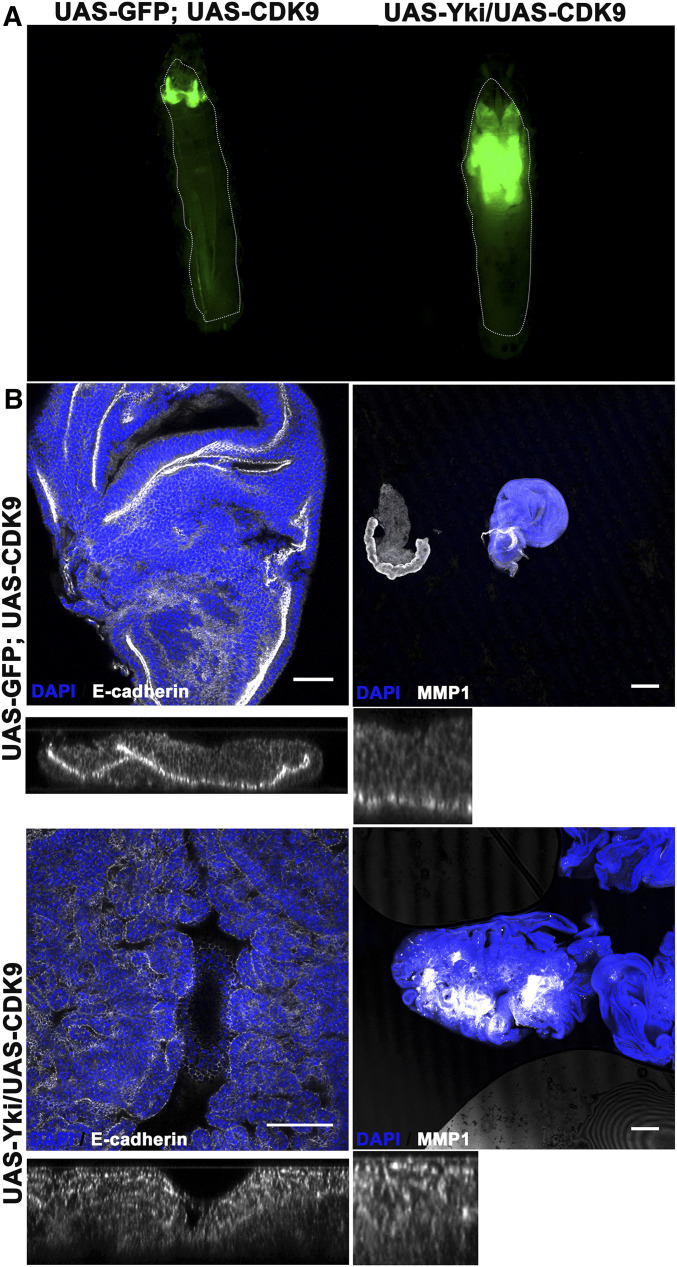
CDK9 cooperates with Yki in tumorigenesis. (A) Larval images showing growth observed in combination of UAS-CDK9 and UAS-Yki as compared to UAS-CDK9 alone (crossed to UAS-GFP as control) using GAL80^TS^; *ap*-GAL4; UAS-GFP. The combined overexpression phenocopies the phenotypes observed in Figure 2B. (B) Characterization of tumor tissue caused by combined overexpression of CDK9 and Yki using GAL80^TS^; *ap*-GAL4. Top row of images shows wing disc tissue overexpressing CDK9 alone, while the bottom row shows combined overexpression of CDK9 and Yki. Discs in the left column are stained for E-Cadherin (white) (Bar, 10 µm) and those in the right column are stained for MMP1 (white) expression (Bar, 100 µm). Please note deregulated E-cad localization (optical z-sections and two different magnification levels are shown below the discs) and increased MMP1 expression in tissues that overexpress both CDK9 and Yki, suggesting their neoplastic tumor state. All discs are also stained with DAPI (blue) to visualize nuclei. Both the discs stained for MMP1 are imaged at lower magnification (10X) for better comparison, as tumorous disc is too large to show at higher magnification.

Wing discs expressing UAS-CDK9 together with UAS-Yki also showed loss of apically localized E-Cad as well as elevated MMP1 expression (Figure 3B), compared to tissue expressing UAS-CDK9 alone or UAS-Yki alone. This indicates neoplastic transformation in wing discs co-expressing Yki and CDK9, similar to the transformation caused by depletion of 7SK snRNP and NELF complex components in combination with overexpressed Yki.

As further test of this model, we asked whether CDK9 is essential for tumorigenic cooperation between depletion of 7SK snRNP complex components and Yki. Depletion of *cdk9* effectively suppressed the tissue overgrowth caused by depleting *bin3* or *Hexim* in Yki expressing tissue (Figure 4A). Those wingdiscs also showed normal apical localization of E-Cad and wildtype levels of MMP1 expression, suggesting complete suppression of tumorous growth (Figure 4, B and C).

**Figure 4:**
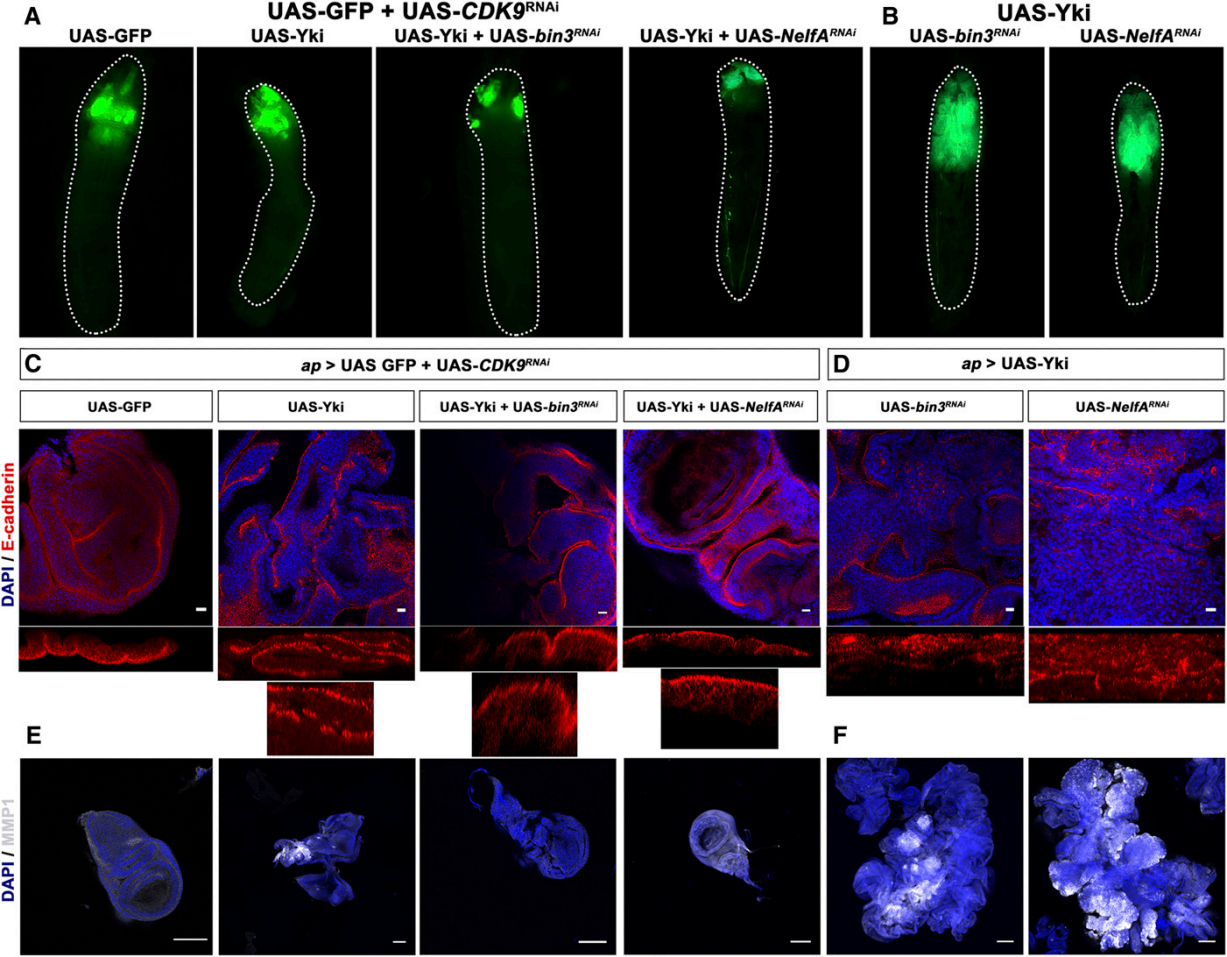
CDK9 is necessary for Yki-mediated tumorigenesis. (A) Loss of CDK9 rescues tumor phenotype. The images show GFP-expressing wing discs of various genotypes as indicated. Size of the wing discs may be discerned by the amount of larval space occupied by GFP-expressing tissue. RNAi-mediated depletion of *cdk9* inhibited tumor formation caused by a combination of overexpression of Yki and depletion of a component of the PPP. The GFP-marked wing tissue is of the same size as in controls. All crosses were using GAL80^TS^; *ap*-GAL4; UAS-GFP. (B) Tumorous wing disc phenotypes caused by the overexpression of Yki in the background of depletion of *bin3* or *NelfA* shown here again as a control to (A). (C) Restoration of apico-basal polarity in wing disc tissue. The images show wing discs of various genotypes as indicated stained for E-Cad (red). RNAi-mediated depletion of *cdk9* restored normal apical localization of E-Cad (optical z-sections are shown below the discs) in wing discs that overexpress Yki and are also depleted for a component of the PPP. All discs are also stained with DAPI (blue) to visualize nuclei (Bar, 10 µm). (D) Tumorous wing discs (stained for E-Cad) of larvae overexpressing Yki in the background of depletion of *bin3* or *NelfA* shown here again as a control to (C). (E) Restoration of MMP1 levels. The images show wing discs of various genotypes as indicated stained MMP1 (white). RNAi-mediated depletion of *cdk9* restored normal levels of MMP1 in wing discs that overexpress Yki and also depleted for a component of the PPP. All discs are also stained with DAPI (blue) to visualize nuclei (Bar, 100 µm). (F) Tumorous wing discs (stained for MMP1) of larvae overexpressing Yki in the background of depletion of *bin3* or *NelfA* shown here again as a control to (E).

Given that CDK9 is known to act directly on both NELF proteins and RNA Pol II, we wondered whether CDK9 activity would be required in the absence of the NELF complex. As shown above in the case of removing the 7SK snRNP complex, depletion of *cdk9* suppressed overgrowth caused by RNAi-mediated depletion of *NelfA* and overexpression of Yki (Figure 4A). This was accompanied by restoration of apico-basal polarity and MMP1 expression to wild-type levels (Figure 4, B and C). This finding provides evidence that alleviation of pausing by removal of NELF complex is not sufficient without CDK9 activity. This presumably reflects an importance of activation of RNA Pol II by CDK9-mediated phosphorylation.

We then examined if depletion of the complexes associated with PPP and increased CDK9 levels are sufficient to cause overgrowth phenotype, or whether the growth is tightly coupled to the presence of a growth driver such as Yki. Depletion of components of 7SK snRNP or NELF complexes in the background of overexpressed CDK9 did not cause any growth phenotype or morphological alteration in wing disc epithelium (Figure 5). This suggests that deregulation of RNA Pol II pausing is not sufficient on its own to produce an overgrowth or neoplastic phenotype; yet it does so in the context of Yki overexpression. In the context of elevated Yki activity, there appear to be two brakes, each of which must be removed by CDK9 activity to allow excess Yki to produce tumors in *Drosophila* wing disc tissue.

**Figure 5:**
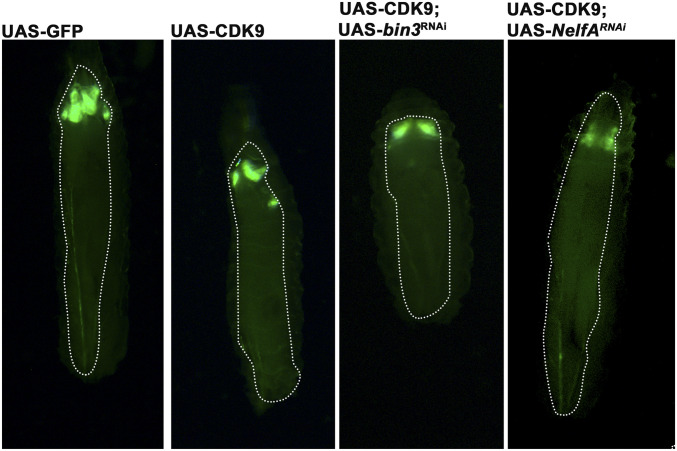
Yki is the driver of tumorigenesis. Larval images showing phenotype of UAS GFP in combination with (left to right) UAS-GFP, UAS-CDK9 followed by UAS-CDK9 and UAS-*bin3*^RNAi^, UAS-CDK9, and UAS-*NelfA*^RNAi^. None of them show overgrowth phenotype as observed when Yki is overexpressed, suggesting CDK9 may induce tumorous growth only in the context of overexpressed Yki. All crosses were using GAL80^TS^; *ap*-GAL4; UAS-GFP.

### Tumorigenesis induced by alleviation of pausing is associated with deregulated proteostasis

As overexpression of Yki was essential, although not sufficient, to cause neoplastic tumors, genetic experiments above provided an opportunity to distinguish between Yki-activated genes that cause simple hyperplastic growth of the discs (when Yki is overexpressed in a wild-type background) *vs.* causing neoplastic growth (when Yki is overexpressed along with depletion of *bin3*, *Hexim*, or NELFs).

We carried out RNA-seq to identify differentially expressed genes in discs depleted for *NelfA* and overexpressing Yki as well as both individual treatments. We also carried out RNA-seq for GFP expressing wild-type wing discs as a control. 

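RNA was sequenced from wing imaginal discs of 4 genotypes, dissected on day 4 to 5 after induction. In ap > GFP, the control, Gal4 under the apterous enhancer drives GFP in the dorsal compartment. The same driver expresses Yki in ap > Yki, an RNAi construct against Nelf-A in ap > NelfAi, and both in ap > Yki+NelfAi, the tumorous genotype. The methods give 150 discs for ap > GFP, 70 for ap > Yki, 150 for ap > NelfAi and 25 for ap > Yki+NelfAi, and 3 biological replicates per genotype, whereas the deposited description of the experiment gives 2. The libraries analysed here were 2 of ap > GFP (numbered 1 and 3), 2 of ap > NelfAi (numbered 1 and 2), 3 of ap > Yki and 3 of ap > Yki+NelfAi. The authors aligned the reads with HISAT, counted them per gene and deposited a table of 7987 genes in which the reads on a gene are divided by a factor of its library. The rule by which genes with few reads were left out of that table is not stated. Within a library every value was a whole multiple of what 1 read is worth, which lay between 0.0464 and 0.0839 depending on the library. Whole reads could therefore be recovered for 100% of the values (tolerance 0.001 read). On these genes there were 8384594 and 9746830 reads in the ap > GFP libraries and 6990931 and 8153879 reads in the ap > NelfAi libraries. There were 12305413 to 12637389 reads in the ap > Yki libraries (median 12506663) and 9810347 to 13065642 reads in the tumorous libraries (median 12269736). A further 28.4% to 36.5% of the reads of each library were listed as not aligned, not unique or otherwise not assigned to a gene, and were left out. Differential expression was tested with limma on log2(value + 0.5), in 1 model for all 10 libraries, over the 7858 genes with a value of at least 1 in at least 2 libraries. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its change at least 1.5-fold. On this scale the change of a gene with low values is understated. The paper's text names DESeq and edgeR and gives no threshold. It does not name the genome build either, so no coordinates are given.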

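To see whether a library had been deposited more than once, the reads of replicate libraries were compared with counting error alone, which separate samples exceed in any case. The chi-square per degree of freedom over genes was between 19.3 and 137, so no library was counted as a copy of another. Within ap > GFP, ap > Yki and ap > Yki+NelfAi, the Spearman correlation of replicates across genes was between 0.950 and 0.990, and between the 2 libraries labelled ap > NelfAi it was 0.859. Their log2 difference followed transcript length (rho = -0.749 across genes, which are not independent replicates). The first principal component, with 48.7% of the variance, placed the tumorous libraries between 48.9 and 59.2 and all other libraries between -41.5 and 3.39. Nelf-A, the gene targeted by the RNAi, had deposited values of 40.4 (632 reads) and 36.0 (668 reads) in the ap > GFP libraries and of 28.1, 31.9 and 39.4 in the ap > Yki libraries. In the tumorous libraries it was at 17.1 (361 reads), 15.8 (230 reads) and 16.9 (338 reads), or 44.8%, 41.2% and 44.1% of the ap > GFP mean. Its log2 fold change against ap > GFP was -1.18 (standard error 0.364, adjusted p = 0.0453 by limma, lower in 3 of 3 libraries). Leaving out 1 library at a time, this call was kept in 2 of 10 fits, and the log2 fold change lay between -1.261 and -1.098. The 2 fits are those without either library labelled ap > NelfAi. These libraries are in neither genotype compared, but enter the spread that limma estimates. By limma the adjusted p was 0.000638 in a fit of only the 2 genotypes and 0.000425 with each library's trend with transcript length removed. With the replicate number as a block it was 0.0673, not a call. Against ap > Yki its log2 fold change was -0.97 (standard error 0.326, adjusted p = 0.0694 by limma), which is not a call. It was called by DESeq2 (adjusted p = 0.0236), in a fit of only the 2 genotypes (0.00613), with each library's trend with transcript length removed (0.000807) and without either library labelled ap > NelfAi (0.00236 each), with a range over all alternatives from 0.000807 to 0.182. In the libraries labelled ap > NelfAi it was at 11.4 (136 reads) in replicate 1 and at 32.9 (538 reads) in replicate 2, or 29.8% and 86.2% of the ap > GFP mean. The deposited value in the library labelled ap > NelfAi replicate 2 lies within the range of the libraries without the RNAi construct. With the trend with transcript length removed, a correction added after seeing the data, it was 26.1, below the 31.1 to 37.4 of the 5 libraries without the construct and above the 14.5 to 16.5 of the tumorous libraries. For yki the deposited values were 265 and 307 in ap > GFP, 187 and 75 in the libraries labelled ap > NelfAi, 2640, 3400 and 4010 in ap > Yki, and 8140, 11400 and 9920 in ap > Yki+NelfAi. Its log2 fold change in ap > Yki against ap > GFP was 3.53 (standard error 0.352, adjusted p = 0.00114 by limma), and in ap > Yki+NelfAi against ap > Yki it was 1.56 (standard error 0.315, adjusted p = 0.00905 by limma), with all 3 tumorous libraries above all 3 ap > Yki libraries. The counts do not separate the transgene from the endogenous gene. Of the other genes of pausing that the paper names, Nelf-E, NELF-B, TH1, bin3, Hexim, Larp7, larp, Cdk9 and CycT, none was called in ap > Yki+NelfAi against ap > GFP, with log2 fold changes between -0.57 (bin3) and 0.57 (larp) and adjusted p-values by limma of 0.151 (Hexim) and above.

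**Figure D1:**
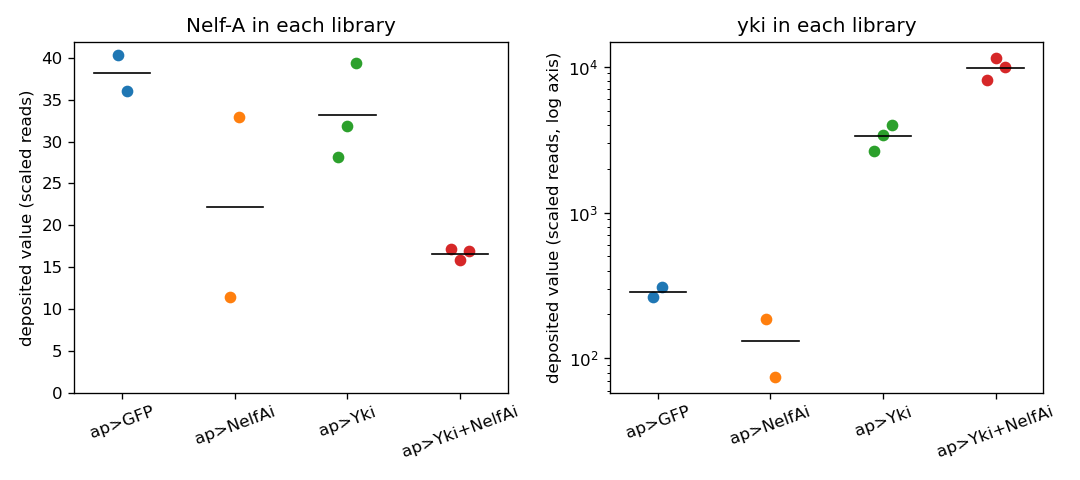
Deposited values (scaled reads) of Nelf-A (left, linear axis from 0) and yki (right, log axis) in each of the 10 libraries. Each point is 1 library and each line the mean of a genotype. Nelf-A is lowest in the library labelled ap > NelfAi replicate 1, at 11.4, and close together in the 3 tumorous libraries, and yki is highest in the tumorous libraries.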

We find that transcripts corresponding to 776 genes were uniquely upregulated (Figure 6A) and 1009 genes were uniquely downregulated (Figure 6B) in the tumorous wing discs (*ap* > UAS-Yki; UAS-*NelfA^RNAi^*), compared to all other genotypes including wild-type discs (noncoding transcripts are not included in this estimation). 

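In the tumorous discs, 789 genes were called higher and 947 lower than in ap > GFP. Of the 7858 genes tested, 2771 had an unadjusted p under 0.05 in this comparison by limma. The quasi-likelihood test of edgeR on the recovered reads called 739 genes higher and 927 lower, and DESeq2 905 higher and 1138 lower. Of the 1736 genes called by limma, 1633 were also called by edgeR and 1723 by DESeq2. Among the 7722 protein-coding genes tested, 636 were called higher in the tumorous discs alone, that is, not also in ap > Yki or ap > NelfAi against ap > GFP, and 807 were called lower in the tumorous discs alone. The count depends on the 2 control libraries. Without ap > GFP replicate 3, 242 genes were called higher and 407 lower in the tumorous discs alone, and in a fit of only the 2 genotypes compared 1094 were called higher. The replicates of a genotype vary together over many genes, so the whole comparison was simulated 100 times with that shared variation and no change between genotypes. Of these simulations, 3 gave any call, and 2 gave at least as many calls as were observed. The largest falls among protein-coding genes, by a rule fixed for the genes named, were those of ImpE2, Spn43Aa, Spn100A, ImpE3 and Lcp4, with log2 fold changes between -9.40 and -6.72. ImpE2 fell from 1300 ± 80.9 (SD, n = 2) in ap > GFP to 1.86 ± 1.78 (SD, n = 3) in the tumorous discs, where it had 8, 20 and 77 reads (standard error 0.643, adjusted p = 2.75e-05 by limma, lower in 3 of 3 libraries). The largest rises by the same rule were those of Lcp65Ag2, Nha2, CG34109, ImpL3 and Lcp65Ag1. ImpL3 rose from 19 ± 4.11 (SD, n = 2) to 881 ± 451 (SD, n = 3), a log2 fold change of 5.38 (standard error 0.482, adjusted p = 0.000105 by limma, higher in 3 of 3 libraries). CG34109 had no read in either ap > GFP library, 3 and 9 reads in the libraries labelled ap > NelfAi, and 812, 356 and 344 reads in the tumorous libraries. Lcp65Ag1 and Lcp65Ag2 are near-identical copies. Reads without a unique alignment were not counted for any gene, so both values may be understated and are uncertain. Each of these 10 genes was called in all 10 fits that left out 1 library.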

When compared to the list of direct targets of Yki (reported by based on ChIP-seq data), we find 38 (4.9%) of the upregulated genes and 84 (8.3%) of the downregulated genes are presumptive direct targets of Yki (Table S1).

**Figure 6:**
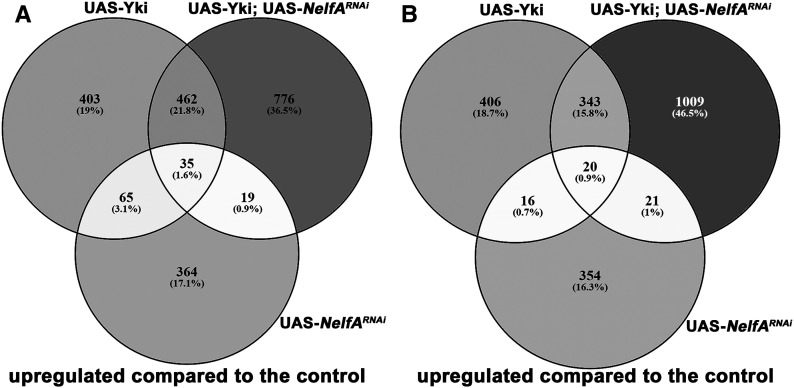
Identification of genes potentially involved in Yki-mediated tumorigenesis. (A) Venn diagram showing number of common and unique genes, who expression is upregulated in comparison with *ap > GFP* from different genotypes as indicated in the figure. (B) Venn diagram depicting number of common and unique genes downregulated in comparison with *ap** > GFP* from different genotypes.

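By limma, 186 protein-coding genes were called higher in ap > Yki than in ap > GFP, 769 in ap > Yki+NelfAi and 2 in ap > NelfAi. Of these, 55 were called in ap > Yki alone, 131 in ap > Yki and ap > Yki+NelfAi, 2 in ap > NelfAi and ap > Yki+NelfAi, and none in ap > NelfAi alone or in all 3 genotypes. In the other direction, 128 were called lower in ap > Yki, 928 in ap > Yki+NelfAi and 4 in ap > NelfAi. Here 10 were called in ap > Yki alone, 118 in ap > Yki and ap > Yki+NelfAi, 3 in ap > NelfAi and ap > Yki+NelfAi, 1 in ap > NelfAi alone and none in all 3 genotypes. In ap > NelfAi against ap > GFP, 301 genes had an unadjusted p under 0.05. For that comparison edgeR called 0 genes higher and 1 lower, and DESeq2 9 higher and 14 lower. The 2 libraries of that genotype decide this count. Without the library labelled ap > NelfAi replicate 2, in which the deposited value of Nelf-A lay within the range of the libraries without the RNAi construct, 206 genes were called higher and 635 lower, and without replicate 1 0 were called higher and 1 lower. In these fits the lone ap > NelfAi library is assumed to vary like the other groups. Replicate 1, the one kept when replicate 2 is left out, had the strongest trend with transcript length of any library. The rho of its deviations from the gene means with length was -0.6625. Of its reads 8.88% lay on no gene, against 4.89% at most in any other library. Counts that rest on it cannot separate a response to the RNAi from these differences.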

We also observed an enhancement of effect of Yki (compared to wildtype discs) in a subset of transcripts that were common to nontumorous tissue overexpressing Yki alone (*ap* > UAS-Yki) and tumorous *ap* > UAS-Yki; UAS-*NelfA^RNAi^* tissue. 

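Of the protein-coding genes called in ap > Yki against ap > GFP, 131 were called higher and 118 lower in ap > Yki+NelfAi against ap > GFP as well. If the calls in the 2 genotypes were independent, 18.5 shared genes would be found in the upward and 15.4 in the downward direction. Both comparisons use the same ap > GFP libraries, whose chance values enter both. In 100 simulations with no change in any genotype, and with genes varying together as between these replicates, 1 simulation had any shared call in the upward direction, with 404 shared genes, and 1 had any in the downward direction, with 895. Without a change there is rarely a call to share. These simulations therefore cannot show how much of the overlap among changed genes comes from the shared ap > GFP libraries. Among the fits that left out 1 library, the overlap was smallest in both directions without ap > GFP replicate 3. It was largest without the library labelled ap > NelfAi replicate 2. Each of these fits leaves 1 library in a genotype, which is assumed to vary like the other groups.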

We reasoned that since PPP functions to attenuate expression of genes, identifying transcripts whose expression is further up- or downregulated in *ap* > UAS-Yki; UAS-*NelfA^RNAi^* tissue (compared to *ap* > UAS-Yki) may give a better indication of the role of PPP in Yki-mediated growth. 

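In the direct comparison of ap > Yki+NelfAi with ap > Yki, 566 genes were called higher and 799 lower in the tumorous discs by limma, 490 and 816 by edgeR, and 686 and 1059 by DESeq2. Among the protein-coding genes called higher than in ap > GFP in both genotypes, 34 were also called higher in this direct comparison. They include upd3, which encodes a ligand of the JAK/STAT pathway. It had a value of 1.41 ± 0.541 (SD, n = 2) in ap > GFP, 4.30 ± 0.341 (SD, n = 3) in ap > Yki and 19.2 ± 5.17 (SD, n = 3) in ap > Yki+NelfAi. Its log2 fold change in ap > Yki against ap > GFP was 1.36 (standard error 0.282, adjusted p = 0.0315 by limma), a call kept in 4 of 10 fits that left out 1 library. In ap > Yki+NelfAi against ap > Yki it was 2.01 (standard error 0.252, adjusted p = 0.000953 by limma, higher in 3 of 3 libraries), a call kept in all 10. They also include Nha2, with a log2 fold change between these genotypes of 3.16 (standard error 0.413, adjusted p = 0.00115 by limma), and ImpL3, with 2.01 (standard error 0.431, adjusted p = 0.0121 by limma). The number of such genes was 59 by DESeq2 and 7 without ap > GFP replicate 3.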

We find that transcripts corresponding to 155 genes that are upregulated in both nontumorous *ap* > UAS-Yki discs and tumorous *ap* > UAS-Yki; UAS-*NelfA^RNAi^* discs, but degree of enhancement was higher in tumorous tissue. Likewise, these transcripts corresponding to 160 genes, whose expression was downregulated compared to wildtype discs, were common to both nontumorous and tumorous tissue, but degree of downregulation was higher in tumorous tissue. 

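Of the 118 protein-coding genes called lower than in ap > GFP in both genotypes, 48 were also called lower in ap > Yki+NelfAi than in ap > Yki. The number was 89 by DESeq2, 5 without ap > GFP replicate 3 and 91 without the library labelled ap > NelfAi replicate 2. ImpE2 was at 46.6 ± 21.9 (SD, n = 3) in ap > Yki, a log2 fold change of -4.93 against ap > GFP (standard error 0.643, adjusted p = 0.00409 by limma), which was kept as a call in 9 of 10 fits that left out 1 library. In the tumorous discs it was lower again by a log2 fold change of -4.48 (standard error 0.575, adjusted p = 0.00107 by limma, lower in 3 of 3 libraries). ImpE3 had log2 fold changes of -3.33 in ap > Yki against ap > GFP (standard error 0.573, adjusted p = 0.0141 by limma), a call kept in 8 of 10, and of -3.41 in ap > Yki+NelfAi against ap > Yki (standard error 0.512, adjusted p = 0.00219 by limma), a call kept in all 10. Lcp4 was called lower in both genotypes, in ap > Yki in only 4 of the 10 fits, and its further fall of -2.29 on the log2 scale was smaller against the spread (standard error 0.796, adjusted p = 0.0761 by limma) and is not a call. By DESeq2 it was called (adjusted p = 0.000867), as it was in the fit of only the 2 genotypes, with a pseudocount of 0.1, with the length trend removed and without either library labelled ap > NelfAi (range over all alternatives 0.000867 to 0.215).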

Interestingly, 31 (20%) of these upregulated genes (*n* = 155) and 35 (21.9%) of downregulated genes were presumptive direct targets of Yki, suggesting that we indeed have captured many targets of Yki that are regulated by PPP and misregulated due to RNAi medicated knockdown of many components of the pausing machinery.

We used genes corresponding to these transcripts to perform GO analysis in order to explore gene sets that show enrichment and might indicate pathways or processes that are involved in tumorigenesis. For this purpose, the STRING tool was utilized (Szklarczyk *et al.* 2017). STRING output is based on statistical enrichment score of interactions obtained from the input compared to a random set of genes from the genome of the organism, in this case *D. melanogaster*. STRING also collates data from manually curated databases of interactions such as Kyoto Encyclopedia of Genes and Genomes (KEGG) and GO terms.

We observed enrichment for pathways involved in ribosome and its biogenesis in the upregulated set (Table 1 and Figure 6). 

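All genes of Table 1 had a higher mean in ap > Yki+NelfAi than in ap > GFP. The median log2 fold change was 0.94 for the 18 genes of aminoacyl-tRNA biosynthesis (range 0.63 to 2.08), 0.78 for the 24 genes of the ribosome (0.46 to 1.33) and 0.84 for the 16 genes of ribosome biogenesis (0.65 to 2.36). By limma, 16, 12 and 11 of them were called over all genes tested. Adjusted over the list alone, 18, 18 and 14 were called, which is not independent evidence because the lists were chosen on these libraries. The rotation test fry, which keeps the correlation between genes, gave adjusted p-values of 0.00128, 0.0282 and 0.00128 for the 3 lists. Over all alternatives tried the lowest, from the test camera with a preset correlation, were 3.47e-09, 1.61e-08 and 2.33e-07, and the highest, from camera with the correlation estimated from these libraries, were 0.24, 0.356 and 0.24, so that no list passes under that setting, which was added after seeing the data. Families were also taken by gene symbol, so that members outside the lists count too. They are families that the paper's lists name, and they share genes with these lists, so they are not independent evidence either. The synthetases are those with symbols beginning with Aats-, so that this family is not complete. It shares 10 of its 22 genes with the aminoacyl-tRNA list of Table 1 and leaves out others of that list, such as Slimp and CG4573. Of 86 cytoplasmic ribosomal protein genes, 79 were higher, 14 were called higher and 1 was called lower. Their median log2 fold change was 0.52 (fry, adjusted p = 0.0893), and over the list alone none was called. In ap > Yki against ap > GFP the same genes had a median of 0.44, with 81 of them higher and 1 called. The 72 mitochondrial ribosomal protein genes had medians of 0.31 in the tumorous discs (57 higher, 7 called, fry adjusted p = 0.342) and 0.07 in ap > Yki. The 22 aminoacyl-tRNA synthetase genes had medians of 0.58 in the tumorous discs (20 higher, 10 called, 11 adjusted over the list alone, fry adjusted p = 0.00448) and 0.26 in ap > Yki (18 higher, none called). Members of these families vary together between replicates, which the test camera with its preset correlation of 0.01 does not take up. It gave adjusted p-values between 9.03e-09 and 0.00297 for these 6 sets, but in simulations without any change between the genotypes it called single sets in 29 to 79 of 100 runs, against 1 to 4 of 100 for fry. Its lowest adjusted p over the alternatives was 1.94e-09 for the cytoplasmic ribosomal proteins, 0.000111 for the mitochondrial ones and 1.27e-05 for the synthetases. The highest, with the correlation estimated, were 0.417, 0.634 and 0.322. In 10000 draws of unchanged genotypes, a median as far from 0 came up in 2.9% for the cytoplasmic and in 27.4% for the mitochondrial ribosomal proteins, and in none for the synthetases. The draws include the difference between the ap > NelfAi libraries, which are in neither genotype compared, and may overstate the shared variation.

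**Figure D2:**
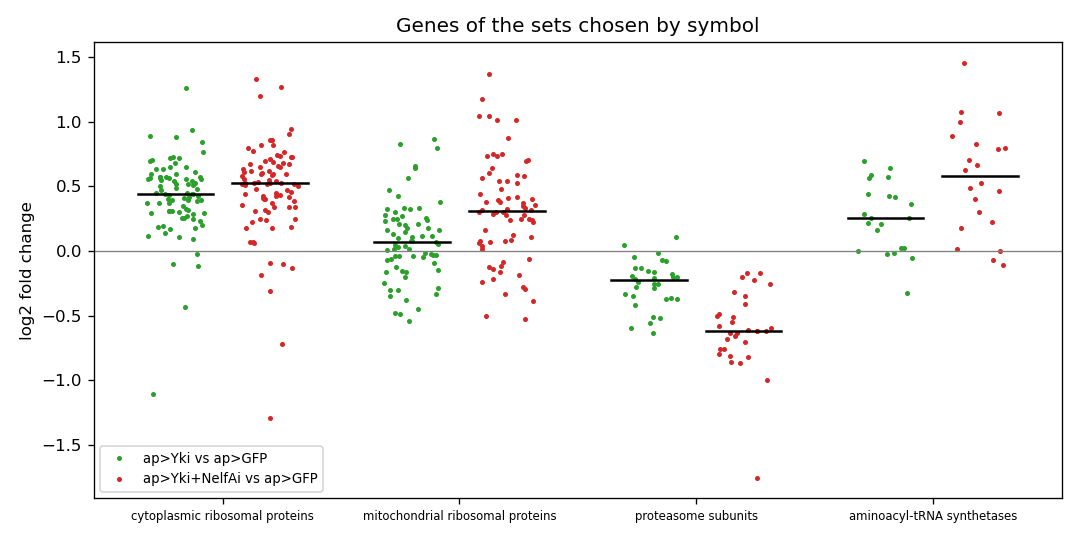
Log2 fold changes of the genes in the 4 families taken by symbol, in ap > Yki against ap > GFP (green) and in ap > Yki+NelfAi against ap > GFP (red). Each point is 1 gene and each black line the median of a family. The cytoplasmic ribosomal proteins have nearly the same median in both comparisons, 0.44 and 0.52, and the proteasome subunits lie lower in the tumorous discs.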

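The lower genes of Table 2 were measured in the same way. The 16 proteasome genes of the table had log2 fold changes between -0.99 (Rpn7) and -0.50 in ap > Yki+NelfAi against ap > GFP. Their median was -0.69. All 16 were lower, 5 were called by limma over all genes tested and 9 adjusted over the list alone. The 32 genes of protein processing in the endoplasmic reticulum had log2 fold changes between -1.53 (Sec61gamma) and -0.55 (CaBP1), with a median of -0.81, and of these 24 were called over all genes and 29 over the list alone. Sec61gamma, which encodes a subunit of the translocon, had a value of 122 ± 35.3 (SD, n = 2) in ap > GFP, 46.7 ± 9.35 (SD, n = 3) in ap > Yki and 41.2 ± 4.90 (SD, n = 3) in ap > Yki+NelfAi, and was called lower than the control in both genotypes (adjusted p = 0.0436 and 0.00779 by limma) and not between them (log2 fold change -0.16, adjusted p = 0.729 by limma). The first of these calls was kept in 2 of 10 fits that left out 1 library and the second in 9, and without ap > GFP replicate 3 the adjusted p by limma was 0.381 in ap > Yki (range over the alternatives 0.00106 to 0.381). Rpn7 had a value of 123 ± 9.77 (SD, n = 2) in ap > GFP and 61.8 ± 7.79 (SD, n = 3) in the tumorous discs (log2 fold change -0.99, adjusted p = 0.0444 by limma), a call kept in 4 of 10 fits that left out 1 library. By fry the adjusted p was 0.0293 for the proteasome list and 0.00314 for the endoplasmic reticulum list. Of all 32 proteasome subunit genes taken by symbol, every one was lower in the tumorous discs than in ap > GFP, with a median log2 fold change of -0.62 (fry, adjusted p = 0.0406), and 7 were called, also when adjusted over the list alone. Over the alternatives the adjusted p ranged from 2.6e-07 to 0.356 for the proteasome list, from 4.64e-13 to 0.264 for the endoplasmic reticulum list and from 6.51e-09 to 0.367 for the subunits taken by symbol. The lowest are from camera with its preset correlation and the highest from camera with the correlation estimated, under which none of these sets passes. A median as far from 0 came up in 0.56% of 10000 draws of unchanged genotypes for these subunits and in none for the endoplasmic reticulum list. In ap > Yki against ap > GFP the medians were -0.23 for the 32 subunits, of which 30 were lower, and -0.45 for the endoplasmic reticulum list, of which 31 were lower.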

Interestingly, protein processing in endoplasmic reticulum, regulators of proteasome function, and different components of proteasome were enriched among genes downregulated in tumorous tissues (Table 2). These observations indicate overall deregulation of protein homeostasis (proteostasis) in tumors caused by depletion of *NelfA* in combination with Yki overexpression, consistent with recent data on human cancers (Ruggero 2013; Pelletier *et al.* 2017).

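Against ap > Yki, the median log2 fold change in the tumorous discs was 0.60 for the aminoacyl-tRNA genes of Table 1, 0.36 for its ribosome genes and 0.62 for its biogenesis genes, and -0.44 and -0.47 for the proteasome and endoplasmic reticulum genes of Table 2. By fry the adjusted p in this comparison was 0.00871, 0.191 and 0.00871 for the lists of Table 1, and 0.172 and 0.0461 for those of Table 2. Over the alternatives the lowest, from camera, were 1.94e-06, 8.27e-05 and 7.66e-06 for Table 1 and 0.000184 and 4.87e-08 for Table 2. The highest, with the correlation estimated, were 0.393, 0.588 and 0.393 for the former lists and 0.588 and 0.588 for the latter. For the families taken by symbol the medians were 0.05 for cytoplasmic ribosomal proteins (50 of 86 higher, fry adjusted p = 0.858), 0.23 for mitochondrial ribosomal proteins (0.479), -0.40 for proteasome subunits (30 of 32 lower, 0.191) and 0.36 for aminoacyl-tRNA synthetases (17 of 22 higher, 0.0461). The alternatives ranged from 0.0123 to 0.969, from 0.000688 to 0.734, from 4.5e-05 to 0.588 and from 0.00146 to 0.588 for these 4 families. The median of the cytoplasmic ribosomal proteins changed sign with single libraries, from 0.18 without ap > Yki replicate 1 to -0.05 without ap > Yki replicate 3. The families were also counted among the 670 genes called higher and the 855 called lower in the tumorous discs, either there alone or with a further change against ap > Yki, out of 7722 protein-coding genes. Of the synthetases 10 of 22 were among the higher genes (odds ratio 8.88, adjusted p = 4.46e-05, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 8 tests), although the odds ratio fell to 1.19 without ap > GFP replicate 1. Of the cytoplasmic ribosomal proteins 13 of 86 were among them (odds ratio 1.89, adjusted p = 0.133 by the same exact test). Of the proteasome subunits 7 of 32 were among the lower genes (odds ratio 2.26, adjusted p = 0.152 by the same exact test). With calls by DESeq2 both of these families passed this exact test (adjusted p = 0.0125 and 0.000354). They also passed it in the fit of only the 2 genotypes (2.22e-07 and 1.81e-07) and with the length trend removed (0.0154 and 8.18e-09). With calls by edgeR (0.0961 and 0.358) or RLE size factors (0.0886 and 0.179) neither did. With single libraries left out, both moved to either side of the threshold. The exact test counts the genes of a family as independent. They vary together between replicates, so its p-values may be too low, those of the synthetases included. Of the 106 genes of Tables 1 and 2, all had a fold change of the same sign as in the tables, 68 were called, and the log2 fold changes differed from the paper's by 0.141 at most. The paper reasons from the ribosome pathways enriched among the upregulated genes, and from the proteasome and endoplasmic reticulum genes enriched among the downregulated genes, to a deregulation of proteostasis in these tumors.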

**Table 1:** List of genes whose expression is upregulated in the wing discs of *ap*-GAL4/UAS-*NelfA*^RNAi^; UAS-Yki

Aminoacyl-tRNA biosynthesis		Ribosome		Ribosome biogenesis in eukaryotes	
Gene name	logFC	Gene name	logFC	Gene name	logFC
Slimp	2.124626	RpL24-like	1.256082	Non1	2.292457
Aats-leu	1.413973	RpL5	1.202779	Ns2	0.900983
Aats-thr	0.912237	RpL15	1.130382	RIOK1	1.354352
Aats-cys	0.813931	mRpL28	0.969423	CG12301	0.997310
Aats-tyr-m	1.047768	mRpL9	0.799329	Bka	0.876333
Aats-pro	1.07342	RpS17	0.82042	eIF6	0.745744
Aats-ile	0.73741	mRpL35	0.997681	l(3)72Dn	0.800876
CG4573	1.138148	RpS23	0.782542	CG8064	0.778604
CG1750	1.487797	RpS4	0.775449	Nmd3	0.716537
CG6796	0.925494	RpL27A	0.716573	Mat89Ba	0.713426
CG7441	0.884721	RpL32	0.681588	CG11920	0.750235
CG17259	0.726080	RpL40	0.674508	CG3071	0.713535
Aats-trp	0.732224	RpS29	0.743389	CG33158	0.595732
Aats-asp	0.747097	RpL26	0.620538	CG13185	0.823244
Aats-gly	0.613889	mRpL10	0.692489	CG7246	0.798345
CG5463	1.037030	mRpL3	0.671734	CG8549	0.593618
Aats-ala-m	0.602770	RpL35	0.631348		
CG5660	0.663614	RpL27	0.594275		
		RpL28	0.629209		
		RpL21	0.600412		
		RpL22-like	1.081389		
		RpS3A	0.587288		
		RpL37A	0.3662		
		mRpL11	0.624297		

**Table 2:** List of genes whose expression is downregulated in the wing discs of *ap*-GAL4/UAS-*NelfA*^RNAI^; UAS-Yki

Proteasome		Protein processing in endoplasmic reticulum	
Gene name	logFC	Gene name	logFC
Rpn7	−1.084698	prtp	−1.46289
Rpn13	−0.949757	Sec61gamma	−1.65593
Rpn2	−0.900781	Sec61beta	−1.31964
Prosalpha3	−0.910536	CG5885	−1.28449
Rpn3	−0.850895	Sec61alpha	−1.25184
Rpn1	−0.879125	TRAM	−1.3381
Pomp	−0.795409	Pdi	−1.145
Prosalpha5	−0.834712	SsRbeta	−1.23571
Prosbeta4	−0.76685	Sec13	−1.01315
Prosbeta7	−0.717883	Sec63	−0.97489
Prosbeta2	−0.706638	CG14476	−1.03296
Prosbeta5	−0.687177	Sec24CD	−0.87522
Prosalpha4	−0.694159	Ostgamma	−0.97374
Prosbeta6	−0.631819	Ost48	−0.88256
Rpn10	−0.592037	CG4164	−1.21065
Rpn12	−0.597364	ergic53	−0.86625
		Plap	−0.86843
		OstStt3	−0.90274
		Gp93	−0.89197
		l(1)G0320	−0.88951
		CG33303	−0.8065
		Hsc70-3	−0.9493
		CG5510	−0.81474
		p47	−0.78553
		Crc	−0.86323
		CG6453	−0.81869
		Sec23	−0.73903
		ERp60	−0.76882
		Der-1	−0.80252
		Csp	−0.64369
		CaBP1	−0.61193
		CG1597	−0.67306

## Discussion

PPP has emerged as a critical regulatory step in gene expression (Core and Adelman 2019). It involves stalling of RNA Pol II 20–60 nucleotides downstream of the transcription start site, and controlled release of RNA Pol II when triggered by signals from the surroundings. Many studies in recent years have elucidated mechanisms by which RNA Pol II is stalled and the factors that bring about pausing as well as release of the paused RNA Pol II. Our *in vivo* model for tumorigenesis has allowed us to elucidate the functions of the NELF, 7SKsnRNP, and P-TEFb complexes in the context of growth control *in vivo*. Previous studies have implicated NELF in regulating the response of embryonic stem cells to signaling cues such as fibroblast growth factor (FGF; Williams *et al.* 2015). Furthermore, PPP has been shown to be important for coordination of expression genes involved in morphogenesis of *Drosophila* embryo (Lagha *et al.* 2013). Our findings provide direct evidence that PPP can limit tumor formation in the context of the Hippo tumor suppressor pathway. Depletion of these factors alone, or even in combination with overexpression of CDK9, was not sufficient to induce tumorous growth but did so when combined with overexpression of Yki. This cooperation appears to be specific to Yki-induced tumors as there was no cooperation with other oncogenic drivers such as EGFR or activated Notch in wing disc tumor models. This suggests that pausing plays a previously unappreciated role regulating the output of Hippo pathway in growth control, thereby limiting its tumorigenic potential.

We were intrigued by the finding that CDK9 activity is required for Yki-driven tumor formation, even when the upstream and downstream pausing complex factors have been removed. These observations suggest that CDK9 activity is required not only to remove the “brake” exerted by NELF pausing complex, but also required to increase RNA Pol II activity through direct phosphorylation. Neither alone is sufficient. This suggests an overlapping “belt and suspenders” regulation to ensure that expression of Yki targets is maintained at appropriate levels for normal growth control, while preventing overexpression, which may lead to tumorigenesis. A mechanism of this sort allows for the possibility that other growth regulatory or metabolic homeostasis pathways might impact on the outcome of Yki activity via regulation of the CDK9. Indeed, evidence of a role for CDK9 in YAP/TAZ-mediated cell growth via regulation of a subset of YAP/TAZ target genes in mammalian liver cells has been demonstrated (Galli *et al.* 2015). Inhibition of CDK9 activity using flavopiridol nullified the effect of YAP S127A mutant form (the constitutively active form of YAP) on the expression of YAP target genes studied (Galli *et al.* 2015). Although this observation is not validated in fly tissues, perhaps PPP (including 7skRNP-, CDK9-, and NELFs)-dependent regulation of Yki is independent of the phosphorylation status of Yki, which implies a parallel function for PPP rather than it being upstream of Yki.

Our genetic model is also useful to study the importance of PPP in attenuating transcriptional output at genome wide scale. Preliminary observations of data generated by RNA-seq suggest that most genes that are differentially expressed when Yki is overexpressed show further changes in the same direction (up or down regulation) in combination of Yki overexpression with depletion of Nelf-A. Furthermore, we also report deregulation of proteostasis uniquely in tumor tissue. This is consistent with recent reports that deregulation of translation and deregulation of protein processing are important factors in progression of cancers and might be target for therapy (Ruggero 2013; Pelletier *et al.* 2017).

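Of the 314 protein-coding genes called in ap > Yki against ap > GFP, 190 (60.5%) had a log2 fold change of the same sign in ap > Yki+NelfAi against ap > Yki. The 2 directions differed. Of the 186 genes called higher in ap > Yki, 83 (44.6%) were higher again in the tumorous discs, with 34 called further up and 48 called back down by limma. Of the 128 genes called lower, 107 (83.6%) were lower again, with 48 called further down and 4 called back up. Because the ap > Yki libraries enter both comparisons, a gene called by chance tends to move back. In 100 simulations in which the tumorous discs did not differ from ap > Yki and genes varied together as between these replicates, the share over both directions had a median of 46.7% (20.49% to 70.1%) and reached the observed share in 9. For the genes called lower the median was 43.1% and the highest 64.9%, so that the observed share was reached in 0 of 100, and for those called higher it was reached in 57. With noise independent between genes the observed share over both directions was reached in 0 of 100 simulations, in which the median was 44.0% with the effects of the called genes and 35.8% with those of all genes. The correlated noise was made the principal reference only after the result of the independent noise was known. This correlated noise includes the difference between the ap > NelfAi libraries, which are in neither comparison, and may overstate that of the libraries compared. With 1 library left out at a time, the share lay between 55.6%, without ap > NelfAi replicate 1, and 71.2%, without ap > GFP replicate 1. By DESeq2 and with the length trend removed it lay below this range, and with the replicate number as a block above it. A log2 fold change past 0.58 with no limit on p, a setting added after seeing the data, gave 47.1% of 1691 genes. With correlated noise and the effects of the called genes, 27 of 100 simulations reached that share.

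**Figure D3:**
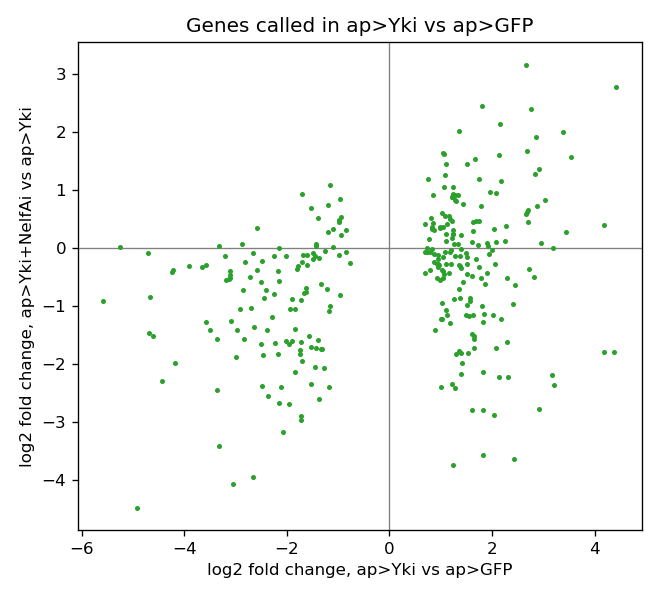
Log2 fold changes of the 314 protein-coding genes called in ap > Yki against ap > GFP. The horizontal axis gives ap > Yki against ap > GFP and the vertical axis ap > Yki+NelfAi against ap > Yki, and each point is 1 gene. Of the 128 genes on the left, 107 lie below the horizontal line, and of the 186 genes on the right, 83 lie above it.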

To conclude, our study has highlighted additional regulatory module on Yki driven tumorigenic activity, which impinges directly on transcription. It will be interesting to see the role of the PPP machinery, which has been reported to be highly conserved from *Drosophila* to humans (Peterlin and Price 2006), in the context of highly conserved Hippo pathway effectors YAP/TAZ. Considering the reported function of CDK9 in YAP-driven transcription, and the therapeutic accessibility of CDK9 activity (Galli *et al.* 2015; Blake *et al.* 2019), it is critical to understand the function of 7SK snRNP and NELF complexes in this context.

How the deposited data were processed for this re-analysis (not part of the article)

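The data are RNA-seq libraries of wing imaginal discs of 4 genotypes, ap > GFP (2 libraries), ap > NelfAi (2), ap > Yki (3) and ap > Yki+NelfAi (3). Libraries were assigned to genotypes and replicates by their labels.

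The authors aligned the reads with HISAT 2.0, counted them per gene and deposited a signal per gene and library, the reads on the gene divided by a factor of that library. It is not plain CPM, since 2 of the 10 columns sum to more than CPM values can. Each value was checked to be a whole multiple of the value of 1 read within 0.001 read, and the whole reads were recovered from it. The deposited table lists 7987 genes, of which 35 are below a value of 1 in every library, and the lowest maximum of a listed gene is 0.796. Another 5 entries count reads that were assigned to no gene, 28.4% to 36.5% of a library, of which reads without a unique alignment were 12.8% to 21.8%. They were left out of library sizes and tests. The authors also deposited tables of comparisons between pairs of genotypes, with a log2 fold change, a mean log2 level, a p-value and an FDR for each gene, with the column names that edgeR writes. These values are the authors' and were used only where named so. The genome build and annotation are not named in the paper's text, so no coordinates are given, and the reference was used only for gene names, gene types and transcript lengths. Of the 7987 genes, 7876 matched 1 gene of the reference.

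The tests had been planned as edgeR's quasi-likelihood test on counts. Because the deposited values are scaled, the principal test was limma (version 3.58.1, with a trend of the variance with the mean) on log2(value + 0.5), in 1 model with genotype as the factor for all 10 libraries, and edgeR (4.0.16) on the recovered reads became an alternative. Genes with a value of at least 1 in at least 2 libraries were tested, 7858 in all, of which 7722 are protein-coding and 136 noncoding. The pseudocount and this filter were set once the unit was known and after counts in the authors' deposited tables had been seen, and before limma was run. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold, a log2 fold change of 0.585. Counts of genes unique to or shared between genotypes are of protein-coding genes. Fold changes are on the log2(value + 0.5) scale, which understates the change of genes with low values.

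The genes named were fixed by a rule before the data were examined. They are the genes the paper names, the largest and smallest change of each list in Tables 1 and 2, and lists of growth, JNK, Yki target, sex and dorsal compartment genes. To these come the 5 largest rises and the 5 largest falls among protein-coding genes called in ap > Yki+NelfAi against ap > GFP, with every tumorous library on the same side of every control library and a mean of at least 5 in the higher group. This minimum had been written as CPM and was applied to the deposited value. The genes tio, Cyp6a17, Cyp6a23 and ImpE1 were chosen after values had been seen.

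For the 9 gene sets, the median log2 fold change was set beside the test camera with a preset correlation of 0.01, as planned, and limma's rotation test fry, with adjustment over the 9 sets. The sets of Tables 1 and 2 were chosen by the study on these libraries. Medians were also set beside 10000 random lists matched on transcript length and level, and beside 10000 draws of unchanged genotypes in which genes vary together as between these replicates. Families among changed genes were tested with Fisher's exact test, one-sided, adjusted over 8 tests. Marker lists of adepithelial myoblasts, hemocytes, larval fat body, muscle, neurons, notum, salivary gland, trachea and wing pouch were written before they were tested.

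The alternatives were size factors by the RLE method, DESeq2 (1.42.0), genes called by both edgeR and DESeq2, no filter on low values, a fit of only the 2 genotypes compared, the replicate number as a block, no minimum fold, other gene types in the count, fry, a larger fold without a test, and each library left out in turn. Added after seeing the data were edgeR on the recovered reads, pseudocounts of 0.1 and 1, a log2 fold change past 0.58 with no limit on p, a correction that removed each library's trend with transcript length (lowess, span 0.3), and camera with the correlation estimated from the libraries.

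The tests were checked on simulated reads for 7858 genes, of which 200 were changed and whose noise was independent between genes. For ap > Yki+NelfAi against ap > GFP limma called 104 genes, 100 of them changed ones, and for ap > Yki+NelfAi against ap > Yki it called 127, 123 of them changed ones. On the same simulations edgeR called 102 and 123 genes, of which 96 and 119 were changed ones, and DESeq2 163 and 182, of which 134 and 152 were changed ones. Without any changed gene limma and edgeR called 0 and DESeq2 7 in each of these comparisons. Since these replicates vary together over genes, calls were also counted in 100 simulations with that shared variation.

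The depth is 6990931 reads on genes in the shallowest library and 13065642 in the deepest. Beside the depth, the number of libraries, 2 in ap > GFP and in ap > NelfAi, limits the precision. Other tools were R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The list of direct targets of Yki in Table S1 was not used here, so the overlaps with it were not analysed.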

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

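The comparison of the RNAi effect with and without Yki was added after the libraries were examined, as was the correction for transcript length, whereas the test of equal depth was planned.

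The effect of the RNAi against Nelf-A in discs with Yki (ap > Yki+NelfAi against ap > Yki) differed from its effect without Yki (ap > NelfAi against ap > GFP) by a direct test of the difference in limma. The difference was called upward for 25 genes and downward for 74, and 1160 genes had an unadjusted p under 0.05. By edgeR 12 and 93 genes were called, and by DESeq2 100 and 333. Among the genes named, yki (difference 2.82 on the log2 scale, standard error 0.498, adjusted p = 0.0332 by limma), upd3 (2.17, standard error 0.398, adjusted p = 0.0399 by limma), CG34109 (4.82, standard error 0.479, adjusted p = 0.00452 by limma) and Cyp6a17 (-2.55, standard error 0.331, adjusted p = 0.0153 by limma), chosen after its values were seen, were called. With 1 library left out at a time these calls were kept in 4, 1, 10 and 6 of 10 fits. For CG34109 the adjusted p was 0.973 by edgeR and 0.118 by DESeq2, and its value depends on the pseudocount, as it had no read in ap > GFP and at most 1 in an ap > Yki library. That of Cyp6a17, with 0 to 1 reads in the tumorous libraries, does so too. The counts rest on single libraries. Without ap > GFP replicate 1, 2 and 2 genes were called, and without the library labelled ap > NelfAi replicate 2 there were 657 and 368. A weaker depletion of Nelf-A in the library labelled ap > NelfAi replicate 2 could produce such a difference without any role of Yki, since Nelf-A is at 86.2% of the ap > GFP mean there (72.3% with the trend with transcript length removed) and at 41.2% to 44.8% in the tumorous libraries. The trend with transcript length that separates the ap > NelfAi libraries also bears on it, and with this trend removed from each library 136 and 283 genes were called. An interaction of Nelf-A depletion with Yki, which the design names, stays open beside these, and so does a change in the cell types of the tumorous discs.

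Noncoding genes, which by the paper's text are not included in its counts, also changed. Of the 136 tested, 20 were called higher and 19 lower in ap > Yki+NelfAi than in ap > GFP by limma, against 3 and 1 in ap > Yki. Against ap > Yki, 16 were called higher and 13 lower. Depth is unlikely to account for the calls as a whole, as 92.28% of all genes called in the tumorous discs were called with every library thinned to 6990931 reads. The counting is not stated to use strand, so reads of overlapping or antisense protein-coding genes may have been counted for noncoding genes, which was not tested, and a response of these genes to the genotype was not tested apart from this.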

How the results depend on the processing

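The settings with edgeR on the recovered reads, with pseudocounts of 0.1 and 1, with a log2 fold change past 0.58 and no limit on p, with the trend with transcript length removed, and with camera's correlation estimated from the libraries were added after seeing the data, as were the comparison of the RNAi effect with and without Yki and the set tests against ap > Yki and of ap > Yki. The others were planned. No called value reversed its direction under any of them, but values that were not called did. The median of the cytoplasmic ribosomal proteins against ap > Yki, 0.05, was -0.00511 with the length trend removed, -0.00900 without ap > Yki replicate 2, -0.0503 without ap > Yki replicate 3 and -0.0219 without ap > Yki+NelfAi replicate 2. That of the mitochondrial ones in ap > Yki, 0.07, was -0.00076 without ap > GFP replicate 1. For the genes named, 122 values in 63 comparisons of a gene changed sign, such as bin3 in ap > NelfAi, from -0.34 to 0.32 without ap > NelfAi replicate 1. Of the values for whole comparisons and sets under an alternative, 939 kept their side of the threshold or stayed within 1.5 times, 183 counts or shares moved further, 47 values lost significance and 15 gained it. For the genes named, 4164 of 4408 values were on the same side of the threshold, 168 were weaker and 76 stronger. For the changes described below the cause was not tested, except where fewer libraries in the fit are the change itself.

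With DESeq2, 366 genes were called higher and 246 lower in ap > Yki and 9 and 14 in ap > NelfAi, all against ap > GFP. The genes changed in both Yki genotypes were then 227 and 193, those changed further in the tumorous discs 59 and 89, the share moving further 54.4%, and the genes with a different RNAi effect 100 and 333. The odds ratios of cytoplasmic ribosomal proteins among the higher genes, 2.29, and of proteasome subunits among the lower genes, 4.63, passed the threshold of Fisher's exact test. Size factors by the RLE method, calls by both edgeR and DESeq2, and edgeR on the recovered reads each gave 0 genes higher and 1 lower in ap > NelfAi, where limma had 2 and 4 with 301 genes at an unadjusted p under 0.05, and by the last of these settings, as by both tools together, the RNAi effect was more upward with Yki for 12 genes. A pseudocount of 0.1 gave 1 and 2 genes in ap > NelfAi and 15 genes with a more upward RNAi effect, and a pseudocount of 1 gave 1 gene higher in ap > NelfAi.

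In the fit of only the 2 genotypes compared, 1303 genes were called higher in the tumorous discs than in ap > GFP, 1094 of them protein-coding and called there alone, and 266 higher and 286 lower than in ap > NelfAi. In ap > Yki 210 genes were called lower, 191 were lower in both Yki genotypes and 87 lower still in the tumorous discs, while in ap > NelfAi limma called 0 and 0. The model of all genotypes has 301 genes at an unadjusted p under 0.05 there, with 0 and 1 called by edgeR and 9 and 14 by DESeq2. The odds ratios were 3.68 for cytoplasmic ribosomal proteins and 7.90 for proteasome subunits, both past the threshold. A larger fold without a test of the difference gave 83 and 107 genes changed further in the tumorous discs.

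A log2 fold change past 0.58 with no limit on p, added after seeing the data, gave 1469 and 1590 genes in ap > Yki+NelfAi, 839 and 901 in ap > Yki and 249 and 874 in ap > NelfAi against ap > GFP, 1253 and 1405 in ap > Yki+NelfAi against ap > Yki, and 1577 and 1338 against ap > NelfAi. In both Yki genotypes there were 464 and 524, with 143 and 279 changed further, a share moving further of 47.1%, and odds ratios of 2.55 for cytoplasmic ribosomal proteins and 9.20 for proteasome subunits. The ap > Yki libraries enter both comparisons behind that share, so it was simulated with no change between the tumorous discs and ap > Yki. With noise correlated between genes it had a median of 34.3% with the effects of the called genes and 37.6% with those of all genes, and 27 and 31 of 100 simulations reached the observed share. With independent noise the medians were 29.4% and 36.4%, and 0 of 100 reached it in each case. With the trend with transcript length removed, also added after seeing the data, 440 and 328 genes were called in ap > Yki, 0 higher in ap > NelfAi (2 before the correction), 911 higher than in ap > Yki and 1110 lower than in ap > NelfAi. In both Yki genotypes there were 267 and 244, with 77 and 103 changed further and a share of 53.6%, and 136 and 283 genes had a different RNAi effect. The median of the mitochondrial ribosomal proteins in ap > Yki, 0.12, passed the threshold of camera, which calls unchanged sets too often, as did the odds ratios of 2.14 for cytoplasmic ribosomal proteins and 9.61 for proteasome subunits that of the exact test.

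Under fry, which keeps the correlation between genes, the medians are those beside camera and several sets are no longer past the threshold. These are 0.52 for the cytoplasmic and 0.31 for the mitochondrial ribosomal proteins in ap > Yki+NelfAi against ap > GFP. Against ap > Yki they are 0.23 for the mitochondrial ribosomal proteins, -0.40 for the proteasome subunits, 0.36 for the ribosome genes of Table 1 and -0.44 for the proteasome genes of Table 2. In ap > Yki against ap > GFP they are 0.44 for the cytoplasmic ribosomal proteins, 0.26 for the synthetases, -0.23 for the proteasome subunits, 0.36, 0.43 and 0.24 for the lists of Table 1, as well as -0.28 and -0.45 for the lists of Table 2. With camera's correlation estimated from the libraries no set passes in any of these comparisons (lowest adjusted p 0.24). This adds to the above, in ap > Yki+NelfAi against ap > GFP, 0.94, 0.78 and 0.84 for the lists of Table 1, -0.69 and -0.81 for those of Table 2, 0.58 for the synthetases and -0.62 for the proteasome subunits. Against ap > Yki it adds 0.60 and 0.62 for the aminoacyl-tRNA and biogenesis lists of Table 1, -0.47 for the endoplasmic reticulum list of Table 2 and 0.36 for the synthetases.

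The replicate numbers do not pair the libraries, as the deviations of same-numbered ap > Yki and tumorous libraries from their group means had correlations of -0.27, 0.14 and -0.23. With the replicate block in the model 439 genes were called higher in the tumorous discs than in ap > GFP, 382 of them protein-coding and there alone, 61 and 56 were called in ap > Yki, 0 and 1 in ap > NelfAi, 307 higher than in ap > Yki and 405 higher than in ap > NelfAi. In both Yki genotypes there were 46 and 54, with 14 and 25 changed further and a share of 73.3%, and 0 and 0 genes had a different RNAi effect (limma, against 25 and 74 without the block and 1160 at an unadjusted p under 0.05, with 12 and 93 by edgeR and 100 and 333 by DESeq2).

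With each library left out in turn, the counts of genes called in ap > Yki+NelfAi against ap > GFP ranged from 268 to 1131 upward and from 426 to 1247 downward, and those called there alone from 242 to 854 and from 407 to 1009. In ap > Yki they ranged from 24 to 383 and from 15 to 272, and in ap > NelfAi from 0 to 206 and from 1 to 635. Against ap > Yki the tumorous discs had 223 to 907 genes higher and 496 to 1064 lower, and against ap > NelfAi 387 to 1470 and 493 to 1170. Genes changed in both Yki genotypes ranged from 19 to 250 and from 14 to 219, those changed further from 7 to 60 and from 5 to 91, the share moving further from 55.6% to 71.2%, and genes with a different RNAi effect from 2 to 657 and from 2 to 368. The lowest counts against ap > GFP came without an ap > GFP library, those against ap > Yki without ap > Yki replicate 1, those against ap > NelfAi without ap > Yki+NelfAi replicate 2, and the highest without a library labelled ap > NelfAi. Where 1 of 2 libraries is left out, the other is assumed to vary like the other groups. Among the medians, that of the cytoplasmic ribosomal proteins against ap > Yki ranged from -0.0503 to 0.18 and that of the mitochondrial ones from 0.11 to 0.34. In ap > Yki the biogenesis list of Table 1 ranged from 0.14 to 0.32, the proteasome list of Table 2 from -0.40 to -0.0925 and the proteasome subunits from -0.37 to -0.0543. The odds ratios ranged from 0 to 3.61 for cytoplasmic ribosomal proteins and from 1.19 to 11.4 for synthetases among the higher genes, and from 0 to 7.12 for proteasome subunits among the lower genes.

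Single genes have no separate value under fry, the estimated correlation, calls by both tools, no minimum fold, the fold past 0.58 alone, the larger fold without a test and the settings on gene types. Set medians have none under the same settings apart from fry and the estimated correlation. The fit of only the 2 genotypes compared has none for the difference in the RNAi effect, which needs all 4 genotypes, nor has the fold past 0.58 alone. At equal depth, with every library thinned to 6990931 reads, 1660 genes were called in the tumorous discs against ap > GFP, where all reads gave 1736, and 1602 of them were the same genes. In ap > Yki 284 of 318 calls were kept.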

Differences from the paper's values

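The settings with a fold change past 0.58 and no limit on p, and with the trend with transcript length removed, were chosen after seeing the values. The paper's numbers of genes unique to the tumorous discs, 776 and 1009, and the 636 and 807 found here lie within 1.5 times of each other.

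For genes higher in both Yki genotypes and more so in the tumorous discs, the paper's number is 155 and the number here 34. None of the alternatives set before the data were examined brings them within 1.5 times of each other, the larger fold without a test giving 83. A log2 fold change past 0.58 with no limit on p, a setting chosen after seeing the values, gives 143. For the genes lower in both and more so in the tumorous discs, the paper's number is 160 and the number here 48. Of the alternatives set before the data were examined, the larger fold without a test, with 107, lies within 1.5 times of it and the others do not. The log2 fold change past 0.58 with no limit on p, chosen after seeing the values, gives a larger number than the paper's, not within 1.5 times of it.

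The other numbers of the Venn diagrams were read by eye. For genes higher in ap > Yki alone the paper's diagram has about 400 in Fig. 6A, read by eye, and 55 were found here. No alternative set before the data were examined comes within 1.5 times, and the fold past 0.58 alone, chosen after seeing the values, gives 331. For genes lower in ap > Yki alone it has about 410 in Fig. 6B, read by eye, against 10 here, and no setting comes within 1.5 times. For ap > NelfAi alone it has about 360 in Fig. 6A, read by eye, against 0 here (301 genes with an unadjusted p under 0.05 in either direction by limma, 0 higher by edgeR and 9 by DESeq2 in the whole comparison), and no setting comes within 1.5 times. Downward it has about 350 in Fig. 6B, read by eye, against 1 here. Of the alternatives set before the data were examined, only leaving out the library labelled ap > NelfAi replicate 2, with 461, comes within 1.5 times, and the fold past 0.58 alone, chosen after seeing the values, gives 340.

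For genes higher in ap > Yki and ap > Yki+NelfAi the paper's diagram has about 460 in Fig. 6A, read by eye, against 131 here, and for genes lower in both about 340 in Fig. 6B, read by eye, against 118 here. No alternative set before the data were examined comes within 1.5 times of either. Of those chosen after seeing the values, the fold past 0.58 alone gives 419 and 343, and the removal of the trend with transcript length gives 244 for the lower genes. For genes shared by ap > Yki and ap > NelfAi the diagrams have about 65 in Fig. 6A and about 16 in Fig. 6B, read by eye, against 0 and 0 here by limma, and no setting, edgeR and DESeq2 included, comes within 1.5 times. In ap > Yki against ap > GFP 1400 genes had an unadjusted p under 0.05. For those shared by ap > NelfAi and ap > Yki+NelfAi they have about 19 in Fig. 6A and about 21 in Fig. 6B, read by eye, against 2 and 3 here, and no setting comes within 1.5 times. In all 3 genotypes they have about 35 in Fig. 6A and about 20 in Fig. 6B, read by eye, against 0 and 0 here. None of the alternatives set before the data were examined comes within 1.5 times, and the fold past 0.58 alone, chosen after seeing the values, gives 45 for the higher genes.

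In the authors' deposited table of each comparison, a log2 fold change past 0.58 with no limit on the p-value, a rule chosen after seeing the values, gives 776 genes higher and 1009 lower in the tumorous discs alone. It gives 403 and 406 in ap > Yki alone, 364 and 354 in ap > NelfAi alone, and 155 and 158 changed more in the tumorous discs than in ap > Yki. The 776 include 16 entries with the names of noncoding genes and 1 entry that counts reads assigned to no gene, and the 1009 include 10 entries with the names of noncoding genes. With an FDR under 0.05 in the authors' deposited table as well, the numbers are 896 and 1053, 132 and 96, 7 and 2, and 63 and 74.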

Other observations

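The tests of gene length and of CG34109 on the library labelled ap > NelfAi replicate 2, on the level of yki, on the ecdysone genes and on genes of a set that vary together were chosen only after the result was seen, and those of other splits, gene length for the sets, other tissue, sex ratio, tio and the genes that separate libraries by the RNAi construct before.

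Any other split of the 3 ap > Yki and 3 tumorous libraries into 3 and 3 gave 0 calls by limma, the only tool run on them, so that 1 of the 10 splits, the real one, gave the 1365 calls observed. The real split had 2598 genes at an unadjusted p under 0.05, 490 and 816 calls by edgeR and 686 and 1059 by DESeq2. With 10 splits the share cannot fall below 0.1. In 100 simulations of unchanged genotypes with the shared variation of these replicates, 2 gave any call in this comparison and 1 gave as many as observed.

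The library labelled ap > NelfAi replicate 2 has Nelf-A at 86.2% of the ap > GFP mean. Gene length bias may contribute, as Nelf-A has a long transcript (4648 bases), and removing the trend with transcript length removed 59.83% of the variance of the difference between the ap > NelfAi libraries. With this trend removed from every library, Nelf-A was at 72.3% in replicate 2 and at 50.7% in replicate 1, both below the 86.2% to 103% of the libraries without the construct. A mislabelled sample of a genotype without the RNAi construct is argued against. Genes at least 2-fold apart between the 4 other libraries with the construct and the 5 without it were chosen without this library, and of these 40 genes 25 (62.5%) lay beyond every library without the construct here. The values of Cyp6a17 and tio, which are among them, had been seen before. With each library without the construct held out in the same way, 14% to 37.5% did. With the length trend removed it was 84.4%, against 20.6% to 41% in the held-out libraries. A mislabelled sample from outside these genotypes or a mixed one cannot be told apart from a weak knockdown. CG34109 had 9 reads in this library, 3 in ap > NelfAi replicate 1, at most 1 in each ap > GFP and ap > Yki library and at least 344 in each tumorous library, and so few reads decide nothing.

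The higher level of yki in ap > Yki+NelfAi than in ap > Yki was not removed by the correction for gene length (log2 fold change 1.54). A larger share of ap-expressing cells could raise it, and ap itself had a log2 fold change of 0.3635 (adjusted p = 0.409 by limma; range of ap values 158 to 278 in the tumorous and 110 to 193 in the ap > Yki libraries). The log2 ratio of yki to ap differed by 1.196 (standard error 0.394), with the lowest tumorous library at 4.87 and the highest ap > Yki library at 4.57 (an exact permutation test cannot give less than 0.1 here and decides nothing). In the limma model of all 10 libraries the same difference had a standard error of 0.459 and lay past an unadjusted threshold of 0.05, which goes against the share of such cells as the whole cause. It did so in only 6 of 10 fits that left out 1 library, and without ap > Yki+NelfAi replicate 2 it was 0.9185 (standard error 0.505). That it should hold in every such fit was required once the first result was known. The level of ap per cell was not measured, so the share of such cells cannot be told apart from a higher expression per cell. A higher level of Yki in the tumorous discs stays among the open explanations for genes that change further there, and was not tested.

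Genes named for their induction by the hormone ecdysone were lower in the tumorous discs. ImpE2 and ImpE3 were seen first, and a list of 13 genes had a median log2 fold change of -2.11 against ap > GFP, with 11 lower, 9 of them called. The other 2, ImpL2 (2.10, adjusted p = 0.00589 by limma) and ImpL3 (5.38, adjusted p = 0.000105 by limma), were both called higher. Once that result was known, the test was limited to the 7 genes whose own values had not been looked at, of which 7 were lower, 5 called by limma, with a median of -1.83. They leave out ImpL2 and ImpL3, and it is no independent test. Gene length bias is argued against, since 2 of 10000 random lists matched on length and level had a median as low as the 7 genes and 0 of 10000 one as low as all 13. A different developmental stage of the larvae may be the cause, but in ap > Yki the same 7 genes had a median of -0.4582 with 5 lower and 2 higher, which leaves it open whether stage or genotype lowers them.

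A different content of other larval tissue in the dissected discs was tested with marker lists in ap > Yki+NelfAi against ap > GFP, with limma's fry adjusted over the lists. Adepithelial myoblast genes had a median log2 fold change of -1.299 (6 of 6 lower, 3 called, adjusted p = 0.00792, Mef2 from 31.7 to 24.8), muscle genes of -3.191 (7 of 7 lower, 6 called, adjusted p = 0.0138, Mlc2 from 168 to 17), notum genes of -1.484 (5 of 5 lower, 4 called, adjusted p = 0.00127, caup from 33 to 13.1) and salivary gland genes of -4.809 (6 of 6 lower, 6 called, adjusted p = 0.00738, Sgs7 from 81.5 to 0.461). A smaller share of these cells in the tumorous samples may therefore account for part of the lower genes, as may a loss of expression within them. Notum and pouch are regions of the disc itself, and Eig71Ee is also among the ecdysone genes. The wing pouch list had a median of -1.137 (3 lower, 2 of them called, 1 higher and not called, adjusted p = 0.0221). Its gene rn rose from 50.6 to 80.5. Hemocyte genes (-0.1642, 2 higher and 4 lower, 1 called lower, crq from 16 to 13.8, adjusted p = 0.784), larval fat body genes (-0.9269, 2 higher and 5 lower, Lsp2 from 15.8 to 8.92, adjusted p = 0.844) and the only neuron gene tested (elav, -0.03761, from 14.5 to 14.6, adjusted p = 0.956) decide nothing. Trachea genes went both ways (median 0.4825, 4 higher and 1 lower, 2 called up and 1 down, adjusted p = 0.248, verm from 403 to 688), which argues against a change in the share of trachea alone. Leaving the marker genes out of the calls was not tested.

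The genes of the ribosome and proteasome sets could shift together by gene length bias or because they vary together between replicates. Gene length bias is argued against, as random lists of the same lengths and levels had a median as far from 0 in 0 of 10000 for the cytoplasmic ribosomal proteins, 7 of 10000 for the mitochondrial ones and 0 of 10000 for the proteasome subunits. In draws of unchanged genotypes that keep the correlation, it came up in 2.9%, 27.4% and 0.56%. For the mitochondrial ribosomal proteins the shift is therefore within what these draws give. The draws include the difference between the 2 ap > NelfAi libraries, which are in neither genotype compared. Its SD on the log2 scale was 1.043, against 0.34 to 0.6507 for the other pairs of replicates. The draws may therefore overstate the shared variation of the libraries compared.

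A different ratio of male to female larvae stays open. The male-specific RNAs roX1 and roX2 had log2 fold changes of -0.2073 (adjusted p = 0.718 by limma) and -0.4648 (adjusted p = 0.546 by limma) against ap > GFP, within the spread of the libraries. Ectopic tio driven by the RNAi insertion is argued against, since tio had log2 fold changes of -2.153 (adjusted p = 0.0135 by limma) in ap > Yki+NelfAi and -1.283 (adjusted p = 0.968 by limma) in ap > NelfAi against ap > GFP, lower and not higher. The first of these was called in 7 of 10 fits that left out 1 library, and the second only without the library labelled ap > NelfAi replicate 2. The gene was chosen after values had been seen, though before its own.

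By immunostaining the paper measured the level of MMP1 protein and the place of E-cadherin, which shg encodes, in the cell. RNA levels test neither directly. Mmp1 had a log2 fold change in the tumorous discs of 0.54 (standard error 0.692, adjusted p = 0.635 by limma) against ap > GFP. Its values were 138, 104 and 91.3, against 68.5 and 82.7 in ap > GFP. For shg the log2 fold change was -0.45 (standard error 0.464, adjusted p = 0.538 by limma). Its values were 152, 96.3 and 119, against 163 and 167. Neither gene is a call. Of targets of Yki, th had -0.43 (adjusted p = 0.239 by limma) against ap > GFP and -1.01 (adjusted p = 0.0112 by limma) against ap > Yki, fj 0.54 (adjusted p = 0.111 by limma) and 0.70 (adjusted p = 0.0393 by limma), ex 2.00 (adjusted p = 0.115 by limma), CycE -0.65 (adjusted p = 0.255 by limma), dm 1.14 (adjusted p = 0.343 by limma) and kibra 2.40 (adjusted p = 0.0379 by limma) against ap > GFP. With 1 library left out at a time, the call of th was kept in 9 of 10 fits and those of fj and kibra in 3 each. By DESeq2 (adjusted p = 0.0382), in the fit of only the 2 genotypes (0.000294), with the length trend removed (0.00413) and without either library labelled ap > NelfAi, ex was called higher too, with a range over the alternatives from 0.000294 to 0.4. In the fit of only the 2 genotypes and with the length trend removed, dm was called higher (adjusted p = 0.00526 and 0.0146 by limma), as it was without either library labelled ap > NelfAi (range over the alternatives 0.00526 to 0.619), and CycE was called lower (0.0244 and 0.0414, range 0.0244 to 0.51). Ilp8 was called higher in ap > Yki (4.19, adjusted p = 0.00659 by limma) and lower again in the tumorous discs than in ap > Yki (-1.79, adjusted p = 0.0446 by limma), calls kept in 9 and 3 of these fits. Cyp6a17, chosen after its values were seen, was called lower in ap > NelfAi (-2.01, adjusted p = 0.0416 by limma) and in ap > Yki+NelfAi (-4.16, adjusted p = 1.66e-05 by limma) against ap > GFP. The first call was kept in 1 of 10 fits and the second in 10. In the tumorous libraries Cyp6a17 had 0, 1 and 1 reads, so its fold change there depends on the pseudocount.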
